# Chromatin remodeling enzyme Brg1 is required for mouse lens fiber cell terminal differentiation and its denucleation

**DOI:** 10.1186/1756-8935-3-21

**Published:** 2010-11-30

**Authors:** Shuying He, Melinda K Pirity, Wei-Lin Wang, Louise Wolf, Bharesh K Chauhan, Kveta Cveklova, Ernst R Tamm, Ruth Ashery-Padan, Daniel Metzger, Akira Nakai, Pierre Chambon, Jiri Zavadil, Ales Cvekl

## Abstract

**Background:**

Brahma-related gene 1 (*Brg1*, also known as *Smarca4 *and *Snf2β*) encodes an adenosine-5'-triphosphate (ATP)-dependent catalytical subunit of the (switch/sucrose nonfermentable) (SWI/SNF) chromatin remodeling complexes. SWI/SNF complexes are recruited to chromatin through multiple mechanisms, including specific DNA-binding factors (for example, heat shock transcription factor 4 (Hsf4) and paired box gene 6 (Pax6)), chromatin structural proteins (for example, high-mobility group A1 (HMGA1)) and/or acetylated core histones. Previous studies have shown that a single amino acid substitution (K798R) in the Brg1 ATPase domain acts via a dominant-negative (dn) mechanism. Genetic studies have demonstrated that Brg1 is an essential gene for early (that is, prior implantation) mouse embryonic development. Brg1 also controls neural stem cell maintenance, terminal differentiation of multiple cell lineages and organs including the T-cells, glial cells and limbs.

**Results:**

To examine the roles of Brg1 in mouse lens development, a dnBrg1 transgenic construct was expressed using the lens-specific αA-crystallin promoter in postmitotic lens fiber cells. Morphological studies revealed abnormal lens fiber cell differentiation in transgenic lenses resulting in cataract. Electron microscopic studies showed abnormal lens suture formation and incomplete karyolysis (that is, denucleation) of lens fiber cells. To identify genes regulated by Brg1, RNA expression profiling was performed in embryonic day 15.5 (E15.5) wild-type and dnBrg1 transgenic lenses. In addition, comparisons between differentially expressed genes in dnBrg1 transgenic, Pax6 heterozygous and Hsf4 homozygous lenses identified multiple genes coregulated by Brg1, Hsf4 and Pax6. DNase IIβ, a key enzyme required for lens fiber cell denucleation, was found to be downregulated in each of the Pax6, Brg1 and Hsf4 model systems. Lens-specific deletion of Brg1 using conditional gene targeting demonstrated that Brg1 was required for lens fiber cell differentiation, for expression of DNase IIβ, for lens fiber cell denucleation and indirectly for retinal development.

**Conclusions:**

These studies demonstrate a cell-autonomous role for Brg1 in lens fiber cell terminal differentiation and identified DNase IIβ as a potential direct target of SWI/SNF complexes. Brg1 is directly or indirectly involved in processes that degrade lens fiber cell chromatin. The presence of nuclei and other organelles generates scattered light incompatible with the optical requirements for the lens.

## Background

Eukaryotic DNA is organized as chromatin in the nucleus. Chromatin is a copolymer of DNA, histone and nonhistone proteins and small noncoding RNA. During embryonic development, specific regions of the genome alter their chromatin organization [1]. Gene expression is regulated at the level of the chromatin structure of individual genes and/or loci in the context of the three-dimensional organization of chromatin inside the cell nucleus. Local chromatin structure affects multiple stages of transcription, including the accessibility of sequence-specific DNA-binding transcription factors to promoters, enhancers and other genomic regulatory regions. Two major modifications of local chromatin structure (that is, chromatin remodeling) include posttranslational modifications of histones and adenosine-5'-triphosphate (ATP)-dependent alteration of nucleosomes [2].

ATP-dependent chromatin remodeling refers to dynamic processes in which multiprotein switch/sucrose nonfermentable (SWI/SNF), ISWI (Imitation Switch) and nucleosome remodeling and deacetylase (NuRD) complexes use nucleosomes as substrates and change positions of individual histone octamers and/or change the topology of DNA that is wrapped around the individual nucleosome particles [3]. Mammalian SWI/SNF complexes, SWI/SNF-A and SWI/SNF-B/polybromo-associated Brg1-associated factor (PBAF), are composed of a catalytical and several additional regulatory subunits, Brg1-associated factors (BAFs). Brg1 (Smarca4/Snf2β) and Brahma (Brm; Smarca2/Snf2α) are structurally similar chromatin remodeling ATP-dependent helicases that play distinct roles during embryonic development [4]. Brahma-related gene 1 (*Brg1*, also known as *Smarca4 *and *Snf2β*) is essential for early mammalian development as mutated embryos die during the preimplanation phase [5]. In contrast, loss of function of Brm leads to increased cellular proliferation in adult mouse tissues [6]. To study Brg1 function during organogenesis, conditional gene targeting of Brg1 was performed in T-cells [7], embryonic ectoderm/keratinocytes [8], hematopoietic/endothelial cells [9] and neural stem cells [10]. These studies found a wide range of cell autonomous defects, including the control of T-cell proliferation and survival [7], terminal differentiation of keratinocytes [8], differentiation and apoptosis of primitive erythrocytes [9] and neural stem maintenance and gliogenesis [10]. Mammalian SWI/SNF complexes participate in DNA double-strand break repair as they bind to the phosphorylated H2A histone family, member X (H2AX), histone variant, and promote its phosphorylation [11]. Recent studies have also established specific roles of Brg1 in DNA replication [12]. Additional insights into the role of Brg1 in muscle [13,14], mammary epithelium [15], smooth muscle [16,17] and myeloid [18] differentiation have been generated through the studies of a specific point mutation (K798R) in the ATP-binding domain of Brg1 that act via a dominant-negative (dn) mechanism [19]. In the eye, studies using zebrafish showed that Brg1 plays specific roles in lens and retinal development [20-22]. Eye differentiation defects found in zebrafish mutation *young *(*yng*) were linked to the presence of an Y390X mutation in the *Brg1*/*Smarca4 *gene on chromosome 3 [20,21]. Nevertheless, the existence of two *Brg1*-homologous genes, located on chromosomes 3 and 6 of the duplicated zebrafish genome, requires additional experimentation to clarify the roles of Brg1 enzymes in vertebrate eye development.

Central to understanding chromatin remodeling in embryonic development is to identify those genes that are regulated by specific chromatin remodeling systems and to elucidate the molecular mechanisms that recruit the remodelers to specific regions of chromatin. The molecular mechanisms of chromatin remodeling mediated by SWI/SNF complexes were probed using a combination of biochemical and genetic experiments. These experiments mostly examined the function of Brg1 as this enzyme alone can remodel nucleosomes [23,24]. Genes regulated by SWI/SNF complexes in vertebrate systems were identified using candidate gene approaches [15,25,26] and RNA expression profiling [14,22,27]. The SWI/SNF complexes are recruited to DNA by at least four different mechanisms. Several lineage-specific DNA-binding transcription factors, including cAMP response element-binding factor (CREB), Hsf4, microphthalmia-associated transcription factor (Mitf), Pax6 and T-box transcription factor 2 (Tbx2), were shown to associate with Brg1 using various *in vitro *protein interaction and whole cell extract coimmunoprecipitation assays [28-30]. Other transcription factors associate with Brg1-associated factor (BAF) subunits, that is, BAF60c interacts with retinoic acid receptor (RAR) and retinoid X receptor (RXR) heterodimers [31]. Brg1 contains a 110-amino-acid-long bromodomain that recognizes acetylated lysines in core histones [32]. Brg1 also interacts with chromosomal architectural proteins such as high mobility group A1 (HMGA1) [33]. Thus, CREB transcription factor, Hsf4 and Pax6 (see above) can potentially regulate lens development via recruitment of Brg1-containing SWI/SNF complexes [34,35].

Embryonic lens development is an excellent system to study both individual cell lineage formation and terminal differentiation. Lens lineage originates from the preplacodal region that is established around the anterior neural plate of the vertebrate embryo [36,37]. The lens placode, a thickened surface ectoderm, is the first morphologically distinct structure composed of lens progenitor cells. Invagination of the lens placode generates the lens vesicle, a polarized structure composed of lens precursor cells. The posterior cells of the lens vesicle exit the cell cycle and undergo terminal differentiation to generate primary lens fibers. The primary lens fibers are highly elongated cells filling the bulk of space of the original lens vesicle. The anterior cells of the lens vesicle subsequently differentiate into the anterior lens epithelium [38]. The lens grows through the entire lifespan as a result of epithelial cell division and migration toward the lens equator. When the epithelial cells reach the equator, they undergo terminal differentiation as secondary lens fibers. The hallmark of lens fiber cell differentiation is the expression of lens-preferred genes, the crystallins [34], and synchronized degradation of all subcellular organelles [39]. Lens fiber cell denucleation (karyolysis) is a final stage of this process that destroys the lens chromatin and/or epigenome. Aside from the active role of the acid DNase IIβ in this process, very little is known about molecular pathways that regulate lens fiber cell denucleation [39].

To investigate the role of Brg1 in lens fiber cell differentiation, we expressed a dn mutant of Brg1 using the lens-specific αA-crystallin promoter in postmitotic lens fibers. We examined lens growth and differentiation, focusing on the potential defects in the lens fiber cell denucleation process. Next, we identified differentially expressed genes in this system and compared these genes with genes regulated by Hsf4 and Pax6, two lineage-specific DNA-binding transcription factors shown to associate with SWI/SNF complexes through the Brg1 subunits [29,30]. The role of Brg1 during embryonic lens development was examined by conditional *Brg1 *gene inactivation in mouse embryos.

## Results

### Expression of Brg1 in mouse embryonic eye

Previous studies using *in situ *hybridization in mouse showed that Brg1 is ubiquitously expressed and accumulates in differentiating cells in the nervous system, including brain, spinal cord and retina [40]. To explain the Brg1 loss-of-function studies performed here, we first determined the endogenous expression pattern of Brg1 during mouse eye embryonic development (embryonic days E10.5 to E16.5) and in 3-week-old (postnatal day 21, P21) mouse eye using immunohistochemistry as shown in Figure 1. Brg1 was detected at embryonic day 10.5 (E10.5) in the surface ectoderm, in the invaginating lens placode, in the periocular mesenchyme and in the anterior part of the optic cup, the prospective neuroretina (Figure 1A). By day E11.5, Brg1 staining was maintained in the surface ectoderm and the periocular mesenchyme, with speckled localization in the proliferating lens epithelial cells and in the anterior region of the optic cup (Figure 1B). In the differentiating lens (day E14.5), Brg1 was expressed in the lens epithelium and in primary lens fibers (Figure 1C). In addition, Brg1 was expressed predominantly in the surface ectoderm-derived tissues and in the neural retina. At day E16.5, Brg1 was found in the cornea, the lens, the neural retina and the optic nerve (Figure 1D). In the developing lens, the Brg1 proteins exhibited nuclear localization in the proliferating lens epithelium and the differentiating lens fiber cells that still retained their nuclei at the lens transitional zone (Figure 1E). At day P21 (Figures 1F-1I), strong Brg1 staining was detected in the photoreceptors (P), ganglion cell layers (GCL) and the inner nuclear layer (INL) of the retina (Figure 1G). In the lens, Brg1 expression was restricted to the single-layered lens epithelium and within the nuclei of fiber cells at the transitional zone (Figure 1I). In addition, a number of Brg1-positive cells were also visible in the corneal epithelium (Figure 1H). These data show that Brg1 is expressed both in lens progenitor cells and in early and late differentiating lens fiber cells.

**Figure 1:**
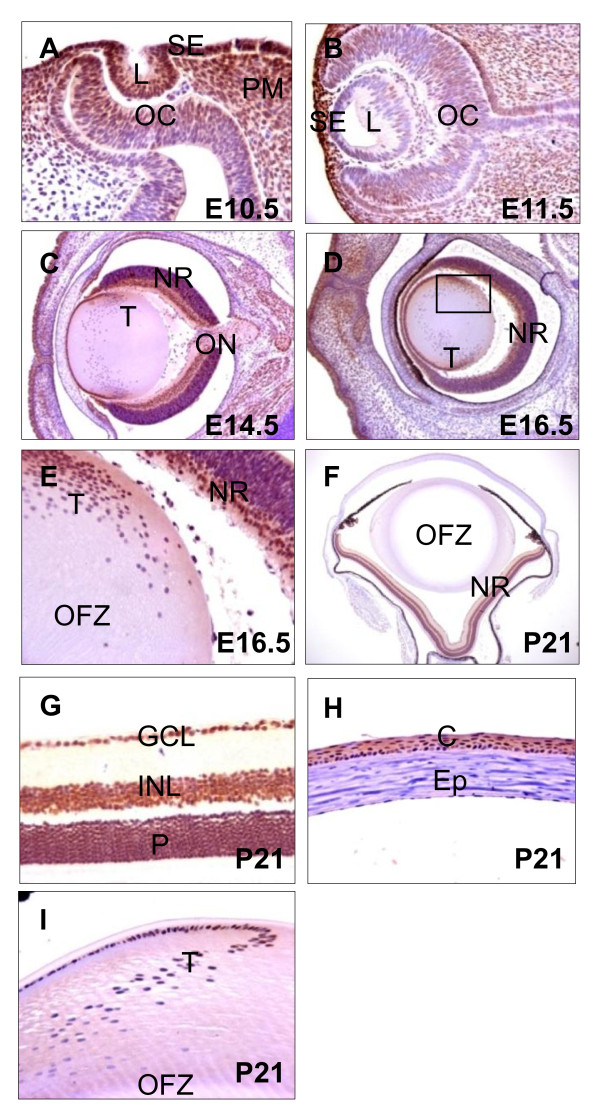
**Brahma-related gene 1 (*Brg1*) expression profile during mouse ocular development**. **(A-I) **Sagittal sections were immunostained with antibody recognizing Brg1 (brown) and counterstained lightly with hematoxylin (purple) at embryonic days E10.5 **(A)**, E11.5 **(B)**, E14.5 **(C) **and E16.5 **(D and E)**, as well as postnatal day P21 **(F-I)**. Higher-magnification areas stained with the Brg1 antibody indicated in **(D) **are shown in **(E)**. **(G-I) **Brg1 at different ocular regions of **(F)**. C: cornea, Ep: cornea epithelium, GCL: ganglion cell layer, INL: inner nuclear layer, L: lens, NR: neural retina, OC: optic cup, ON: optic nerve, P: photoreceptors, PM: periocular mesenchyme, SE: surface ectoderm, T: transition zone. Magnification: **(A)**, ×460; **(B and C)**, ×320; **(D)**, ×250; **(E)**, ×400; **(F)**, ×60; and **(G-I)**, ×320.

### Expression of dominant-negative Brg1 (dnBrg1) in transgenic lens disrupts lens fiber cell differentiation and induces cataract formation

To address the function of Brg1 in mammalian lens development, we generated transgenic mice in which dnBrg1, tagged with C-terminal FLAG, was expressed using the tissue-specific αA-crystallin promoter (Figure 2A). This promoter fragment (-366 to + 46) drives heterologous gene expression from day E11.5 in postmitotic lens fiber cells [30,41,42]. The dnBrg1 contains a point mutation in the ATP binding motif at lysine residue 798 (Figure 2A), which is required for ATP-binding and helicase activity [19]. This mutation generated a dysfunctional protein that exerted dominant-negative effects versus wild-type Brg1 on transcription in yeast [19] and in cultured mammalian cell lines [13,14,17,18,43]. Three transgenic founders (B1 to B3) were initially obtained, and they all displayed similar lens abnormalities: the microdissected transgenic lenses were smaller and opaque compared to the wild-type lenses (Figure 2B). Immunofluorescence analysis via FLAG antibody confirmed transgene expression in differentiating primary lens fibers cells (data not shown). The B3 heterozygous transgenic founder was selected for subsequent studies, and the wild-type littermates were used as controls in each experiment.

**Figure 2:**
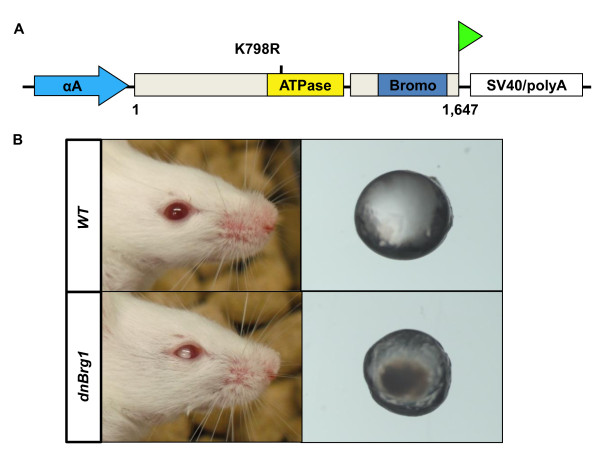
**Generation and initial evaluation of the dnBrg1 transgenic mice**. **(A) **Schematic of the transgenic construct. αA-crystallin promoter fragment (-366 to + 46, Cryaa; blue arrow) was used to express mutated Brg1 (K798R) with a C-terminal FLAG tag (green triangle). ATPase domain (yellow) and bromodomain (blue) are shown. **(B) **Two-month-old wild-type (WT) and transgenic mice. Note the cataract formation in the transgenic mouse and in isolated lens.

### Analysis of lens fiber cell terminal differentiation in dnBrg1 transgenic mouse

To evaluate the impact of transgenic dnBrg1 expression on lens development, we performed histological analyses of wild-type and dnBrg1 eyes at different developmental and postnatal stages (days E12.5 to P90). No changes were found at the onset of primary lens fiber cell differentiation at day E11.5 (data not shown). At day E12.5, wild-type lens primary fiber cells almost reached the lens epithelium in wild-type lens (Figure 3A). In contrast, transgenic primary lens fibers exhibited delayed cell elongation (Figure 3B). At day E13.5, both wild-type and dnBrg1 primary lens fiber cells filled the lumen of the lens vesicle (Figures 3C and 3D). However, in transgenic lenses, the nuclei of primary lens fiber cells were located more anteriorly compared to the wild-type lenses. In addition, transgenic lens fiber cells showed increased convex curvature, an indirect indication of abnormal fiber-to-fiber cell contacts. At day E15.5, normal lenses established the characteristic "bow" pattern of their nuclei (Figures 3E and 3G). In transgenic lenses, a large number of primary lens fiber cell nuclei were found scattered across the lens equator, which might indicate a delay of lens terminal differentiation in the transgenic embryos (compare Figures 3E and 3G with Figures 3F and 3H).

**Figure 3:**
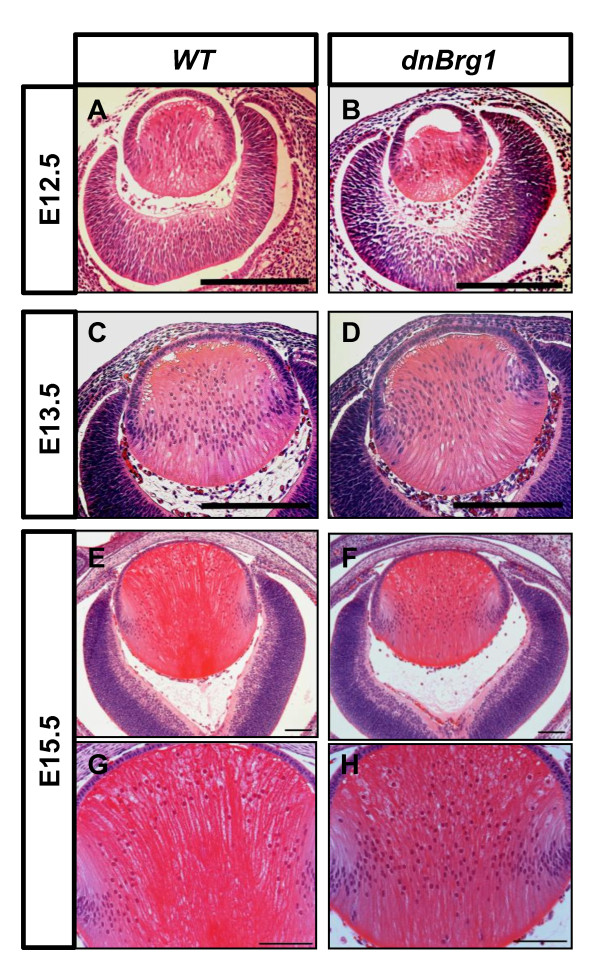
**Disruption of lens fiber cell differentiation in the dnBrg1 transgenic embryos**. Hematoxylin and eosin-stained lens midsections from wild-type **(A**, **C**, **E and G) **and dnBrg1 **(B**, **D**, **F and H) **embryos at different embryonic stages. Scale bar, 100 μm.

In the postnatal dnBrg1 transgenic mice, lens abnormalities became more prominent and culminated with severe deterioration of the lens structure (Figure 4). In wild-type mouse, an organelle-free zone (OFZ) was established in the center of the lens, with the cortical lens fiber cells containing degrading nuclei (Figures 4A and 4B). In contrast, the dnBrg1 P1 lenses were smaller, with broader transitional zones and more fiber cell nuclei presented across the lens (Figures 4F and 4G). At day P7, a number of dnBrg1 lens fiber cells nuclei expanded from the transitional zone toward the center of the lens (Figure 4H). In contrast, in the transitional zone of the wild-type lens, fiber nuclei could hardly be discerned, as they were gradually undergoing denucleation (Figure 4C). In day P21 lenses, cataracts were formed in transgenic dnBrg1 lenses (Figure 4I), consistent with the external evidence of lens opacification (see Figure 2B). Finally, at day P90, the transgenic lenses showed disrupted internal microstructure characterized by distorted external shape and the presence of multiple large vacuoles (compare Figures 4E and 4J).

**Figure 4:**
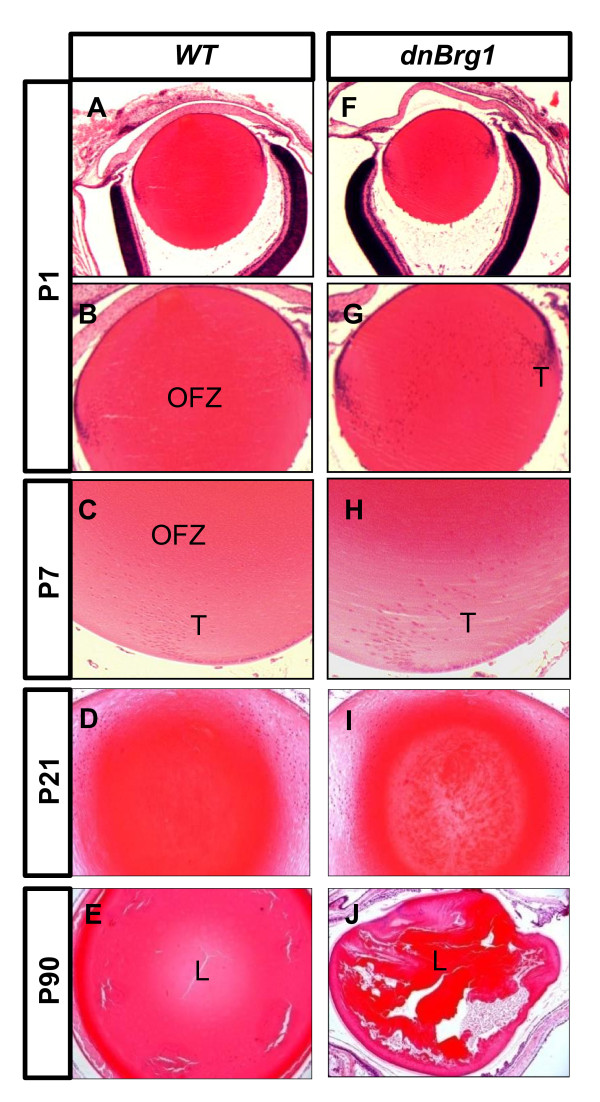
**Disrupted lens fiber cell denucleation and protein aggregation in postnatal dominant-negative (dn) Brg1 eyes**. Histological lens midsections were obtained from wild-type **(A-E) **and transgenic mice **(F-J) **from postnatal stages (days P1, P7, P21 and P90). Wild-type lenses gradually develop organelle-free zones (OFZs) from the center of the lens, but dnBrg1 transgenic lens fiber cell nuclei remain in the differentiated lens fiber cells **(F and G) **and are particularly evident at the lens transitional zones **(G and H)**. Lens protein aggregation was evident in day P21 **(I) **and day P90 **(J) **transgenic animals. Grossly distorted lens structure **(J) **was observed in the Brg1DN ocular system at day P90. L, lens; T, lens transitional zone.

Lens fiber cell denucleation plays a major role in these cells' terminal differentiation. From days E13.5 to P7, various abnormalities associated with the position, number and morphology of nuclei are shown in Figures 3 and 4. To further address these issues, we examined lens fiber cell nuclear degradation and formation of the OFZ from the days E15.5 to P7 stages (Figure 5). The OFZ was formed in the wild-type lens of day E17.5 embryos (Figures 5C and 5E). In contrast, transgenic dnBrg1 fiber cell nuclei were retained and predominantly localized between the anterior lens epithelium and equatorial area (Figures 5D and 5F). At postnatal stage P7, the transgenic lens exhibited an expanded transitional zone at the expense of a smaller presumptive OFZ (compare Figures 5G and 5H).

**Figure 5:**
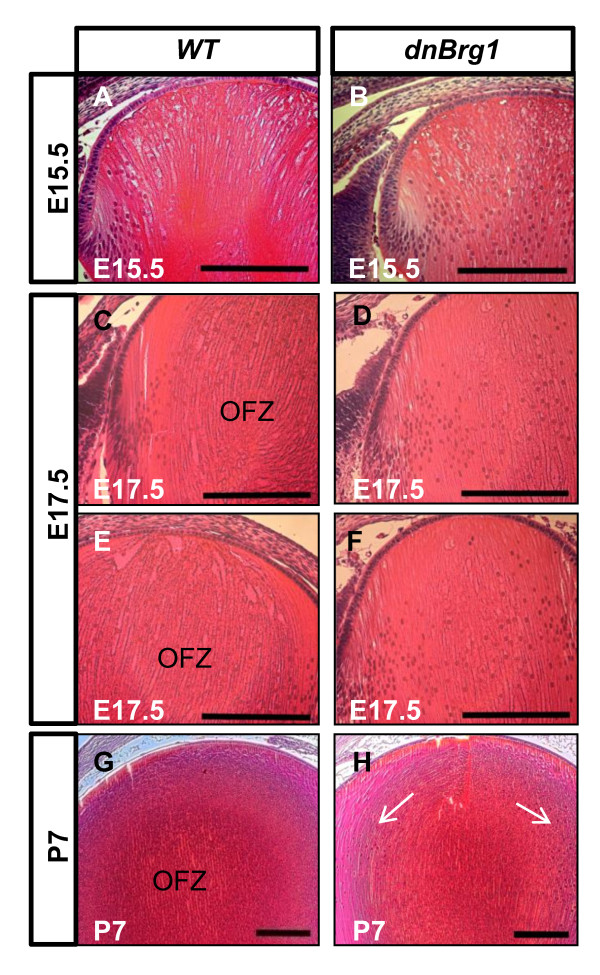
**Disruption of fiber cell nuclei degradation in embryonic and postnatal dnBrg1 transgenic lenses**. Lens midsections from both wild-type and Brg1DN mice from embryonic day 15. 5 **(A and B)**, embryonic day 17.5 **(C-F) **and postnatal day P7 **(G-H) **were stained with hematoxylin and eosin. Failure of fiber cell nuclei degradation (**H**, arrows) and organelle-free zone formation was observed in the transgenic mice from embryonic stage E17.5 and persisted in postnatal stages. Scale bar, 100 μm.

On the basis of the lens fiber cell morphological abnormalities observed in the transgenic mice, we reasoned that the dnBrg1 expression could affect lens fiber cell ultrastructure and contacts between individual lens fiber cells. Scanning electron microscopy (SEM) analysis of 6-month-old wild-type mouse lens revealed normal overlapped fiber cell layers forming three equally long suture branches as a "Y" pattern at the lens pole (Figure 6A), which is a characteristic of mice, rats, guinea pigs, cats, dogs and cows lenses [44]. The lens posterior pole demonstrated normal fiber end curvature and suture plane formation. The midcortical growth shells displayed uniform fiber cell mass and ordered arrangement of the ball-and-socket structure. In contrast, no typical "Y" suture pattern was found in the dnBrg1 lens (Figure 6B). The lens pole was fractured as the ends of most surface lens fibers failed to abut and overlap to form the three spherical suture branches. Consequently, the abnormal end-to-end arrangement of the lens fibers in the growing shells disturbed the formation of a smooth spherical lens surface (see Figures 6C-6F). In addition, the uniform thickness of the lens fibers and the organized suture pattern were absent in the transgenic lens [44]. The uneven width of the lens fibers was found in the transgenic mice, and the fiber cell "ball-and-socket" alignment pattern was perturbed (compare Figures 6E and 6F).

**Figure 6:**
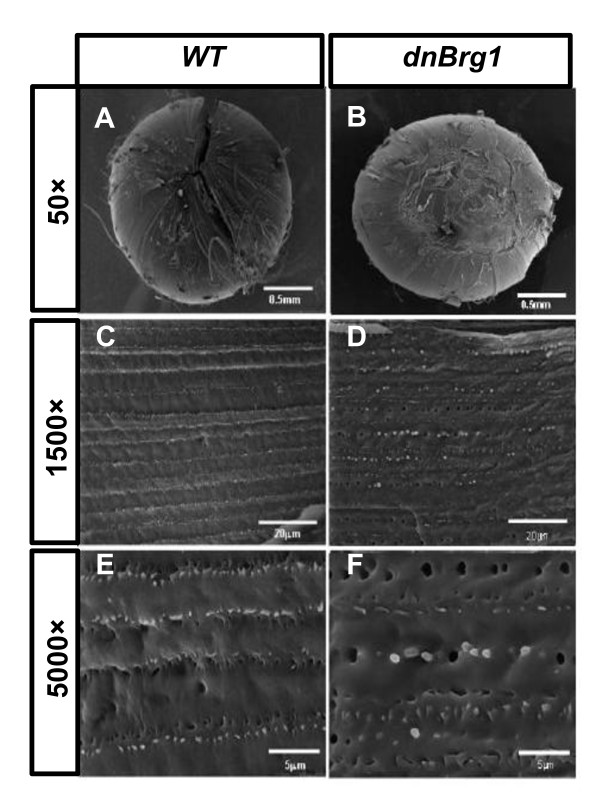
**Aberrant lens fiber cell organization in the dnBrg1 transgenic mouse**. Absence of "Y" suture formation (compare **A **and **B**) and ball-and-socket structure (compare **C **and **E **with **D **and **F**) revealed by scanning electron microscopy (SEM) suggested abnormal fiber cell differentiation in the transgenic mouse (age 3 mo). Altered fiber cell widths as well as a disturbed fiber cell organization pattern are shown at higher magnifications (**C-F**). Scale bars, 0.5 mm (**A-B**); 20 μm (**C-D**); 5 μm (**E-F**).

We next used analysis of 1-μm semithin sections followed by transmission electron microscopy (TEM) to further characterize lens fiber cell abnormalities in the dnBrg1 transgenic lens (Figure 7). In lenses of dnBrg1 transgenic animals, the fibers in the core of the lens were completely disrupted and replaced by amorphous material (Figure 7A). Lens fibers next to this amorphous zone appeared to be structurally intact, which contained intensely labeled granular material close to their cell border, as well as some nuclei (Figure 7B). Nuclei were more frequently observed in lens fibers that were arranged peripherally to those that showed intense staining at their cell border (Figure 7B). At the posterior pole of the lens, fibers did not contact each other (Figure 7B), which resulted in a fiber-free zone underneath the posterior lens capsule, an observation that correlated with the findings obtained by SEM. By TEM, nuclei were regularly observed in lens fibers close to the bow region. The nuclei showed a homogeneous structure and usually contained one nucleolus that was seen in cross sections (Figure 7C). The lens fibers that were localized more closely to the core, and which showed intense granular staining close to their cell border by light microscopy, contained numerous electron-dense granules with an average diameter of about 500 nm. Nuclei which were observed more rarely than in peripheral fibers contained electron-dense granules of a size comparable to those seen in the peripheral cytoplasm, as well as numerous fine electron-dense particles that were considerably smaller (Figure 7D). Fibers of wild-type lenses contained finely granular cytoplasm observed by TEM (Figure 7F) and showed an overall ordered organization by semithin light microscopy (Figure 7E). Nuclei were present only in and next to the bow region (Figures 7E and 7F).

**Figure 7:**
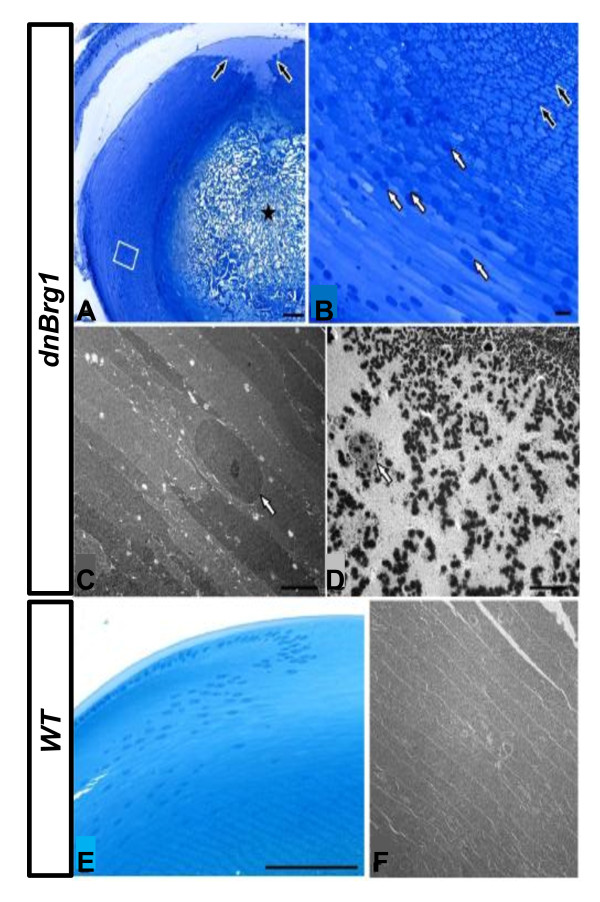
**Fine structure analysis of lens fiber cell abnormalities in the dnBrg1 transgenic lens**. Semithin sections **(A, B, and E) **and transmission electron microscopy **(C, D, and F) **of dnBrg1 transgenic lenses **(A-D) **and that of wild-type littermates **(E and F)**. **(A) **In lenses of dnBrg1 transgenic animals, the fibers in the core of the lens are completely disrupted and replaced by amorphous material (asterisk). At the posterior pole of the lens, fibers do not contact each other (black arrows). The boxed area is shown at higher magnification in **(B)**. **(B) **Lens fibers next to the central amorphous zone contain intensely labeled granular material close to their cell border, as well as some nuclei (black arrows). Nuclei are more frequent in more peripheral lens fibers (white arrows). **(C) **Nuclei (white arrow) of peripheral lens fibers show a homogeneous structure containing nucleoli. **(D) **Lens fibers that are localized more closely to the core contain numerous electron-dense granules with an average diameter of about 500 nm. Nuclei (white arrow) contain electron-dense granules of a size comparable to those seen in the peripheral cytoplasm, as well as numerous fine electron-dense particles that are considerably smaller. **(E and F) **Fibers of wild-type lenses show an overall ordered organization. Note that nuclei are only present in and next to the bow region. Scale bars, 100 μm **(A and E)**; 10 μm **(B)**; 5 μm **(C, D and F)**.

To evaluate the expression of two key markers of lens fiber cell differentiation in wild-type and transgenic lenses, we used antibodies specific to αA-crystallin and major intrinsic protein of lens fibers (main intrinsic polypeptide (MIP), also known as aquaporin O and MIP26) to perform immunochemical staining. We found reduced expression of both lens structural proteins in the transgenic mice (Additional file 1). Next, to formally exclude the possibility that transgenic lens fibers reentered cell cycle, we performed bromodeoxyuridine (BrdU) incorporation assays and detected proliferating cells only in the lens epithelium (Additional file 2). From these morphological, microscopic and immunohistochemical studies, we concluded that lens-specific expression of dnBrg1 disrupted proper fiber cell organization and suture formation, which impaired the optical quality of transgenic lenses and contributed to progressive cataract formation.

### Identification of differentially expressed genes between dnBrg1 transgenic and wild-type lenses

We next performed RNA expression profiling using DNA microarrays to compare gene expression levels in wild-type and dnBrg1 transgenic embryonic (day E15.5) lenses. This time point was selected for the relative ease of dissecting lenses from mouse embryos with still relatively minor phenotypic changes (see Figure 3). Thus, the RNA expression data reflect changes in gene regulation approximately 72 hours after the onset of transgenic expression. Four sets of biological replicates were used for DNA microarray hybridization with Affymetrix Mouse Genome 430A 2.0 arrays (Affymetrix, Santa Clara, CA, USA). The statistical and bioinformatic analyses were performed as described in Methods. Initially, we identified 6,828 differentially expressed transcripts between the dnBrg1 transgenic and wild-type lenses from a total number of over 22,000 mouse genes represented on the array (Figure 8A). Among them, 3,208 were upregulated and 3,620 were downregulated transcripts, respectively. As expected, the microarray data revealed approximately fourfold upregulation of transcripts encoding Brg1, and this result was independently confirmed by quantitative real-time polymerase chain reaction (qRT-PCR) (Figure 8B). These results suggest that the mRNA encoding mutated and wild-type Brg1 mRNA were generated at a ratio of approximately 3:1 in day E15.5 transgenic lenses.

**Figure 8:**
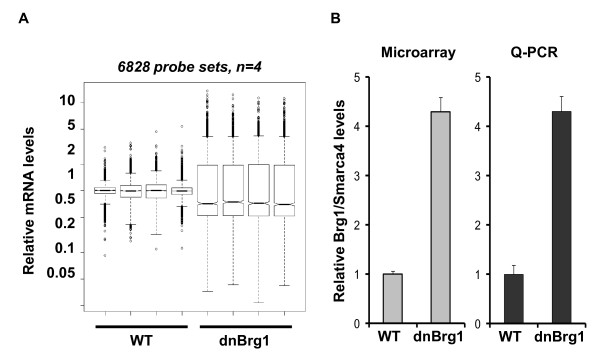
**Gene expression profiling in wild-type and dnBrg1 lenses (day E15.5)**. **(A) **Four biological triplicates (R1 through R4) of mouse lenses were analyzed by Affymetrix GeneChip arrays to identify a set of 6,828 individual genes significantly modulated between wild-type (WT) and Brg1DN lenses. Statistical filtering of array data was performed as described in Methods. **(B) **Differential expression of *Smarca4 *(*Brg1*) gene determined by the arrays and quantitative reverse transcriptase polymerase chain reaction (qRT-PCR).

Several genes implicated in lens differentiation were found among the 6,828 differentially expressed transcripts. We selected 16 of these genes for secondary validation using qRT-PCR (Additional files 3 and 4). The analysis was carried out with cDNA prepared from independent pools of day E15.5 wild-type and dnBrg1 total lens RNA preparations as described in Methods. Internal controls (*B2m*, *Hprt and Sdha*) were included for data normalization [45]. These results confirmed upregulation of 12 genes (*Bfsp1*, *Cdkn1b/p27*, *Dnmt3a*, *Fgfr1*, *Gsn*, *Hif1a*, *Hod/Hop*, *Mab21l1*, *Prox1*, *Smarcd1*, *Smarce1 and Vim*) and downregulation of 3 genes (*Dnase2b*, *Jag1 *and *Pitpnm2*) in the dnBrg1 lenses (Additional file 3). Expression of Six3 showed no change on the arrays and minor downregulation by qRT-PCR (Additional file 3). In addition, we examined expression of Brm (Smarca2) in this system to address potential increase or decrease of expression of this ATPase [4]. We found a moderate upregulation of Smarca2 transcripts (1.92-fold for array data and 1.50-fold for qPCR data). Upregulation of *Smarcd1 *and *Smarce1*, two genes encoding noncatalytic subunits of SWI/SNF complexes, was also validated (Additional file 3). From these data, we concluded that approximately one third of the lens transcriptome was directly or indirectly affected by the transgenic overexpression of dnBrg1 with comparable numbers of up- and downregulated transcripts.

To further explore the dnBrg1-affected transcriptome remodeling, Gene Set Enrichment Analysis (GSEA) [46] was employed to identify significantly enriched molecular signatures disrupted in this transgenic model on the basis of normalized enrichment score (NES) ranking. Next, we assigned those groups into three categories: chromatin, lens biology and neuronal function, as shown in Additional file 5. The two most enriched signatures in the downregulated gene population (Figure 9) contained genes classified as "nervous system development" and "neurodegenerative diseases" with 37% (111 of 300) and 42% (14 of 33) respective signature enrichment, suggestive of disruption of Brg1-dependent programs associated with neural development as reported previously [10].

**Figure 9:**
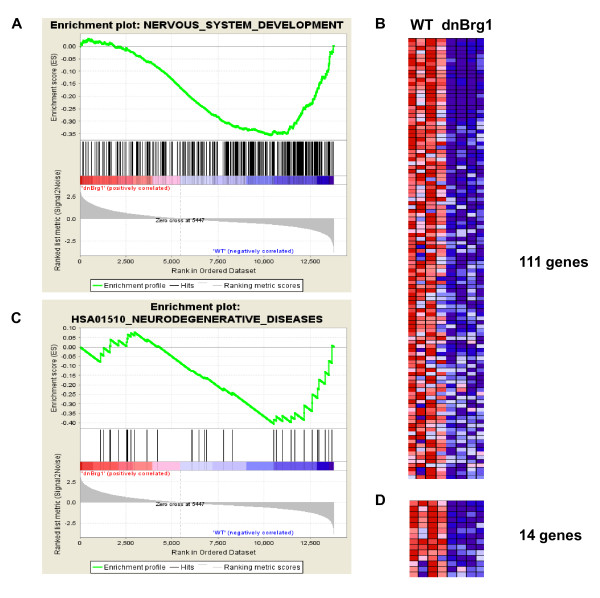
**Gene Set Enrichment Analysis (GSEA) analysis of two significantly enriched classes of genes: nervous system development and neurodegenerative diseases**. **(A) **Enrichment plot for a category nervous system development that includes 300 genes. **(B) **Normogram for 111 core-enriched genes classified in nervous system development. **(C) **Enrichment plot for a category of neurodegenerative diseases that includes 34 genes. **(D) **Normogram for 14 core enriched genes classified in neurodegenerative diseases. Individual genes are listed in Additional file 5. Increased expression (red); decreased expression (blue).

To identify individual genes regulated by Brg1 that explain lens fiber cell differentiation defects, we looked for genes that were deregulated in two functionally related systems: Pax6 and Hsf4. Pax6 regulates multiple stages of lens development [47,48]. In contrast, Hsf4 regulates lens fiber cell terminal differentiation [49]. As Pax6 [30] and Hsf4 [29] have been implicated as specific DNA-binding transcription factors that recruit Brg1 (and by inference SWI/SNF complexes) to specific regions of the genome, we further compared transcripts regulated in dnBrg1 transgenic lenses with the *Pax6*-heterozygous [45] and *Hsf4*-null lenses (see Methods). 

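The Hsf4 comparison holds 6 arrays of newborn mouse lens, 3 from wild-type and 3 from Hsf4-null animals, described in the methods as biological triplicates. Each array was hybridized with cDNA amplified from 50 ng of total RNA and measures transcripts as probe sets, short groups of oligonucleotides against one transcript. The targeted gene itself checks the labels. The probe set for Hsf4 had a log2 intensity of 9.35 ± 0.24 (SD, n = 3) in wild-type lenses and 4.04 ± 0.24 (SD, n = 3) in Hsf4-null lenses. Each of the 3 Hsf4-null arrays, at 4.26, 4.09 and 3.79, lay below each wild-type array, at 9.09, 9.39 and 9.56. Whether this probe set lies inside the deleted part of the gene is not given in the sources used here.
The authors normalized the arrays by RMA, which corrects background, brings the arrays to a common distribution and combines the probes of a probe set. The deposited intensities are on a linear scale, from 7.19 to 20427.2 over the tested probe sets of the wild-type arrays, and log2 was taken before any test. Median intensities of 40.3, 40.4 and 37.5 in wild-type lenses and 41.6, 37.4 and 39.0 in Hsf4-null lenses show how close the arrays were in scale. Log2 values correlated at 0.991 to 0.994 between arrays of one group and at 0.982 to 0.990 between groups. Of 22690 probe sets, 64 array controls were left out and 22626 were tested with limma, a linear model that shares the estimate of the spread across probe sets, with Benjamini-Hochberg adjustment. The number of arrays limits the precision, and the files used here hold no detection calls, so a fold change against a group near the bottom of the scale is uncertain.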

We found a total of 178 deregulated transcripts in both dnBrg1 and Pax6 heterozygous lenses (Figure 10A). In Hsf4-null lenses, we identified 1,428 differentially expressed transcripts. 

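Newborn lenses without Hsf4 showed lower levels of many transcripts and higher levels of fewer. At an adjusted p under 0.05 from limma, 439 probe sets were lower and 163 were higher in Hsf4-null lenses, 602 in all. Heat shock proteins and their cochaperones were prominent among the decreases. Of 26 measured genes of this group, listed before the data were examined, 13 fell, 0 rose and 13 did not pass, and 16 fell when adjusted over the list alone. Hspb1, a small heat shock protein, fell by 4.12 on the log2 scale (standard error 0.21, adjusted p = 7.44e-05 from limma). Its log2 intensity was 9.47 ± 0.35 (SD, n = 3) in wild-type and 5.35 ± 0.29 (SD, n = 3) in Hsf4-null lenses. Dnajb1, an Hsp40 cochaperone, fell by 2.13 (standard error 0.11), Dnajb4 fell by 1.25 (standard error 0.11) and Ahsa2 fell by 1.19 (standard error 0.10). Hspa1a and Hspa1b, the inducible Hsp70 genes, did not pass, which does not show that they stayed the same. The Hspa1a probe set was near the bottom of the scale, at 3.29 in wild-type lenses, where a fall could be hidden. Hspa1b was imprecise, with a log2 fold change of 0.39 (standard error 0.30). As a set the list moved down against all other genes (camera, adjusted p = 8.31e-16). With a correlation between genes estimated from the arrays, at 0.14, the list did not pass (camera, adjusted p = 0.241, unadjusted p = 0.0111).
Among genes listed for lens fiber structure, more fell than rose. Of 13 measured members of that list, 5 fell, 1 rose and 7 did not pass, with the same counts when adjusted over the list alone. Bfsp1, which encodes the beaded filament protein filensin, fell by 1.65 (standard error 0.10, adjusted p = 0.000131 from limma). In dnBrg1 lenses the paper reports Bfsp1 as higher, the opposite direction. Tdrd7, a component of RNA granules, fell by 1.34 (standard error 0.11), Epha2, an ephrin receptor, fell by 1.30 (standard error 0.14), and Caprin2 fell by 1.01 (standard error 0.09). Hopx, a homeodomain-only protein, rose by 1.58 (standard error 0.13). The set passed camera (adjusted p = 0.00836), with adjusted p = 0.573 with an estimated correlation. None of the 8 alpha- and beta-crystallins and none of the 6 measured gamma-crystallins passed limma; at an unadjusted p under 0.05, and when adjusted over the list alone, these counts were 0 and 1. All 14 lie near the top of the scale, with group means from 13.2 ± 0.16 (SD, n = 3) for Crygf in Hsf4-null lenses to 14.3 ± 0.05 (SD, n = 3) for Cryba1 in Hsf4-null lenses, where a change could be hidden, so the lack of calls does not show that crystallin transcripts stayed the same.
For the ranking of single genes, each gene was represented by its brightest probe set. Besides Hspb1, the largest decreases, chosen by a rule set in advance, were in Ceacam10 (log2 fold change -6.10, standard error 0.32), Hsf4 itself (-5.30, standard error 0.16) and Tcp11 (-4.75, standard error 0.16). B3galt6, Ceacam1, Actn2, Eif5b, Sh3bgr, Pdlim1, Arrdc4 and Skap2 followed, with log2 fold changes from -3.88 to -2.80. The largest increases were in Pygm, the muscle glycogen phosphorylase (4.26, standard error 0.13), Meg3, a maternally expressed noncoding RNA (2.66, standard error 0.13), and Mical2 (2.16, standard error 0.14). Egr1, Rian, Lipg, Slc46a1, Col1a1, Ccn1, Efhd1, Idua and Dnase1 followed, from 2.13 down to 1.66. The call for Col1a1 was lost without wild-type replicate 3 or any one Hsf4-null replicate, and that for Efhd1 without wild-type replicate 1, Hsf4-null replicate 1 or Hsf4-null replicate 3. The call for Efhd1 was also lost with the replicate number as a block. Egr1 and Fos, immediate early transcription factors, were the 2 of 20 measured members of their list that rose, and 0 fell, with the same counts when adjusted over the list alone. That list passed camera (adjusted p = 0.00836), with adjusted p = 0.241 with an estimated correlation and 0.076 without dim probe sets.
Of the marker lists for tissues around the lens, 3 ran higher by camera, with an adjusted p of 0.0116 for 16 macrophage markers and 0.0462 each for 11 pigment cell and 14 vascular markers, and with an estimated correlation 0.651, 0.573 and 0.619. Retina (0.344), cornea and skin (0.611), mesenchyme (0.113) and blood markers (0.204) did not pass, though retina markers had 0.016 without Hsf4-null replicate 2 and mesenchyme markers 0.00249 without wild-type replicate 1 and 0.0325 without Hsf4-null replicate 1. The macrophage, pigment and vascular results rest on single arrays: the adjusted p by camera was 0.459 for macrophage, 0.122 for pigment and 0.21 for vascular markers without wild-type replicate 3, and 0.118, 0.206 and 0.118 without Hsf4-null replicate 1. Pigment and vascular markers had 0.114 and 0.216 without wild-type replicate 2, and vascular markers 0.0851 without Hsf4-null replicate 2. Without dim probe sets, pigment and macrophage markers had 0.163. Col1a1 and Twist1 were the 2 of 14 mesenchyme markers that passed limma, both higher. No single member of the macrophage, pigment and vascular lists passed, and 2 macrophage markers rose when adjusted over the list alone. Probe sets of one gene did not always pass together. In the direction named, 2 of 8 passed for Ceacam1, 1 of 2 for B3galt6 and 1 of 3 for Pdlim1. For Ccn1 and Idua 1 of 2 each passed, and for Ceacam10, Rian and Lipg 2 of 3 each. The probe sets of these genes that did not pass were dim. Their wild-type means ran from 3.18 to 4.69, below the lowest array median of 5.22, so they hold little evidence either way.
By the methods' t-test at its stated threshold together with SAM, recomputed here, 1023 probe sets passed, 194 higher and 829 lower. The limma count of 602 was 335 without wild-type replicate 2, 358 without wild-type replicate 3 and 321 without Hsf4-null replicate 3.

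**Figure D1:**
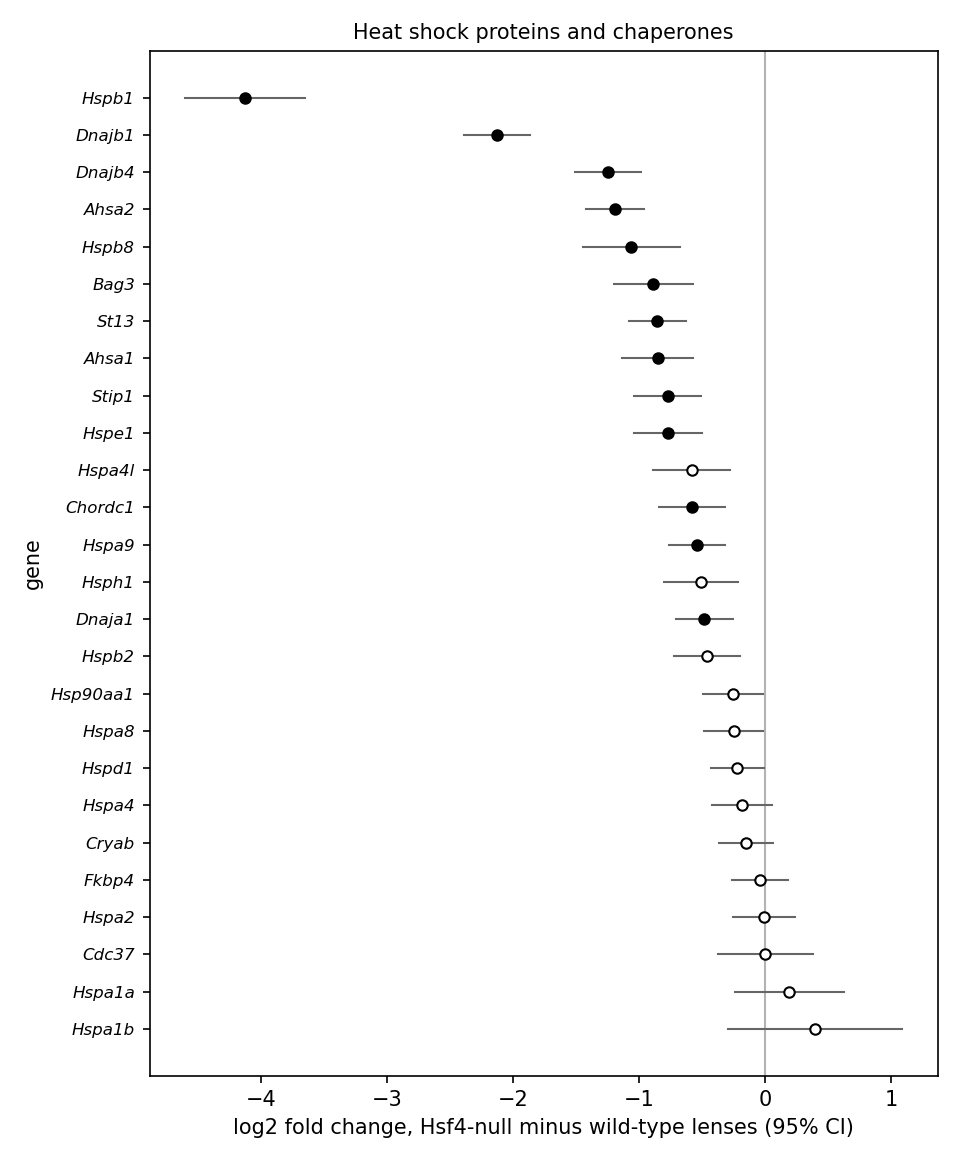
Log2 fold change of the 26 measured heat shock and chaperone genes, Hsf4-null minus wild-type lenses, on the horizontal axis. Points are limma estimates from 3 arrays per group with 95% confidence intervals, and filled points are the 13 genes with an adjusted p under 0.05, all to the left of 0, with Hspb1 farthest at -4.12.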

Among those, 559 transcripts were differentially expressed in both dnBrg1-transgenic and Hsf4-null lens models. Twenty-two differentially expressed genes were found in all three experiments, and they are listed in Figure 10B. This group included *Dnase2b*, a gene encoding acid nuclease DNase IIβ [39]. This enzyme is critical for lens fiber cell denucleation [39,50] and its downregulation in dnBrg1 transgenic lenses (Additional file 3) is consistent with lens fiber cell denucleation defects described above (see Figures 4 and 5).

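All 22 genes of Figure 10B have a probe set on these arrays, and 11 of them changed in Hsf4-null lenses at an adjusted p under 0.05 from limma over all probe sets, 8 lower and 3 higher. Adjusted over the list alone, 22 passed, 16 lower and 6 higher. The study chose the list partly on these arrays, so neither that count nor the 11 is independent evidence. The same holds for its shift as a set (camera, adjusted p = 7.67e-05, and adjusted p = 0.241 with an estimated correlation). Besides Hspb1 and Dnase2b, the genes that fell were Serpinb6b, a serine peptidase inhibitor (by 1.47 on the log2 scale, standard error 0.23), Spag5, a spindle protein (by 1.23, standard error 0.11), Zfp428 (by 1.02, standard error 0.14), Zfp385a, listed as Zfp385 (by 1.01, standard error 0.19), Cemip2, listed as Tmem2 (by 0.77, standard error 0.15), and Tfb1m, a mitochondrial transcription factor (by 0.77, standard error 0.15). Those that rose were Ntng1, or netrin G1 (1.23, standard error 0.20), Chrna4, a nicotinic receptor subunit (1.08, standard error 0.19), and Fip1l1 (0.91, standard error 0.11).
The other 11 genes had log2 fold changes from -0.88 for Susd2 to 0.95 for F5, with adjusted p from 0.0695 for Endod1 to 0.211 for Npnt. Where a gene has several probe sets, the brightest was used. For Fip1l1, 1 of 3 probe sets passed, for Spag5, 2 of 3, and for Chrna4, Ntng1, Tfb1m and Cemip2, 1 of 2. Npnt and Oga, listed as Mgea5, each had 1 dimmer probe set that passed, at log2 fold changes of -0.88 and -0.80. The number of the 22 that passed over all probe sets was 5 without wild-type replicate 2, without Hsf4-null replicate 1 or without Hsf4-null replicate 3, and 7 without wild-type replicate 3. Hspb1, Dnase2b, Spag5 and Fip1l1 passed whichever array was left out, each by its brightest probe set. Another Fip1l1 probe set was about as bright, at 9.48 in wild-type and 9.55 in Hsf4-null lenses. It had a log2 fold change of 0.08 (adjusted p = 0.794 from limma), so the increase of Fip1l1 rests on 1 probe set.

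**Figure D2:**
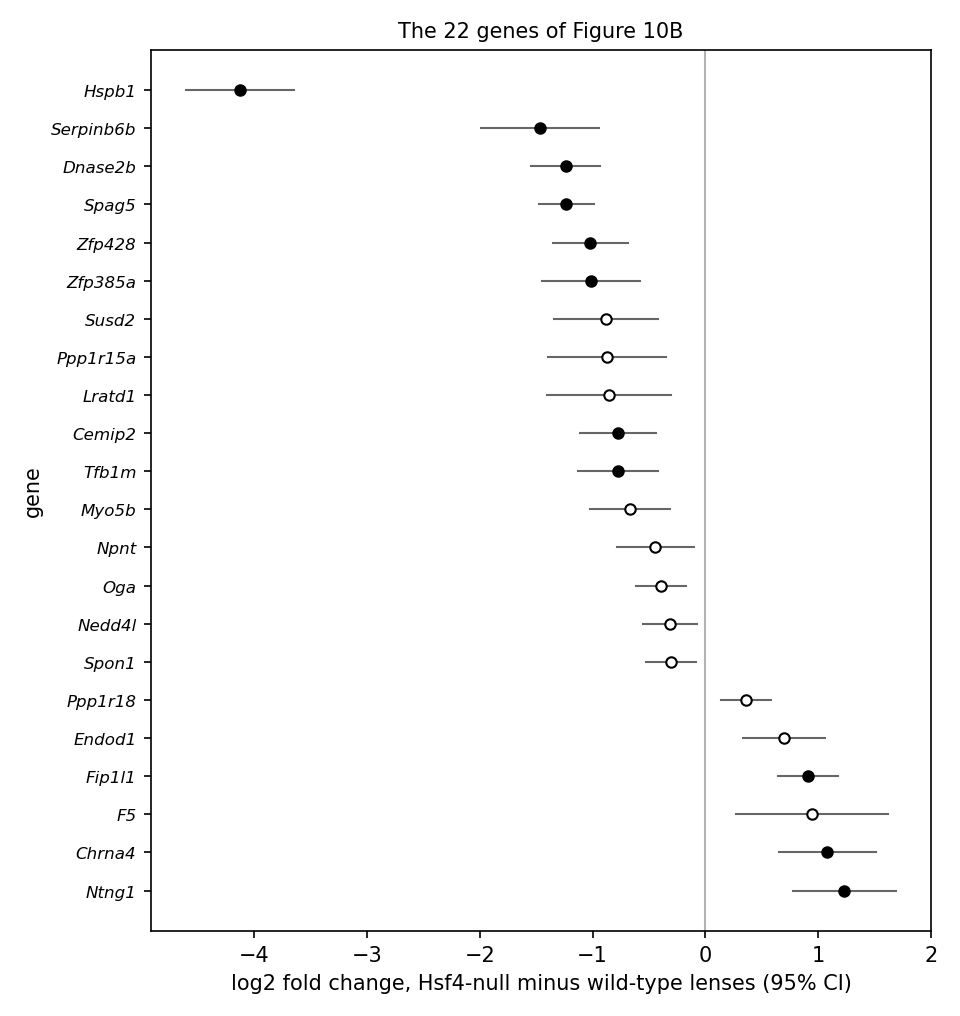
Log2 fold change of the 22 genes of Figure 10B, Hsf4-null minus wild-type lenses, on the horizontal axis, with current gene symbols. Points are limma estimates from 3 arrays per group with 95% confidence intervals, and filled points are the 11 genes with an adjusted p under 0.05, 8 to the left of 0 and 3 to the right.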

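Dnase2b was lower in each Hsf4-null lens sample than in any wild-type sample. Its probe set had a log2 intensity of 10.6 ± 0.17 (SD, n = 3) in wild-type lenses, with arrays at 10.47, 10.61 and 10.81. In Hsf4-null lenses it was 9.39 ± 0.17 (SD, n = 3), with arrays at 9.27, 9.31 and 9.59. This is a decrease of 2.36-fold (log2 fold change -1.24, 95% confidence interval -1.54 to -0.93, standard error 0.13, adjusted p = 0.0028 from limma), larger than the spread within either group. With the methods' t-test after Benjamini-Hochberg adjustment the call was lost (adjusted p = 0.089), while it passed that test at its stated threshold together with SAM.
Of 22 measured genes linked to nuclear and organelle loss, listed before the data were examined, 2 fell (Dnase2b itself and Alox15), 2 rose and 18 did not pass, with the same counts when adjusted over the list alone. Alox15, a lipoxygenase, fell by 1.97 (standard error 0.35, adjusted p = 0.0291 from limma), but the call was lost without wild-type replicate 3 and without any one of the Hsf4-null replicates. Dnase1, a secreted nuclease, rose by 1.66 (standard error 0.12) from a level near the bottom of the scale, and Bnip3, a mitophagy receptor, rose by 1.05 (standard error 0.13). The list did not shift as a set (camera, adjusted p = 0.882).
The paper places Dnase2b among the genes changed in dnBrg1, Hsf4-null and Pax6 heterozygous lenses. It also reports lower Dnase2b in both dnBrg1 transgenic and Brg1 conditional knockout tissue. From this and the role of DNase IIβ in the removal of fiber cell nuclei, the paper proposes a partial explanation of the denucleation defects. It further reports putative binding sites for Pax6 and Hsf4 at the Dnase2b locus.

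**Figure D3:**
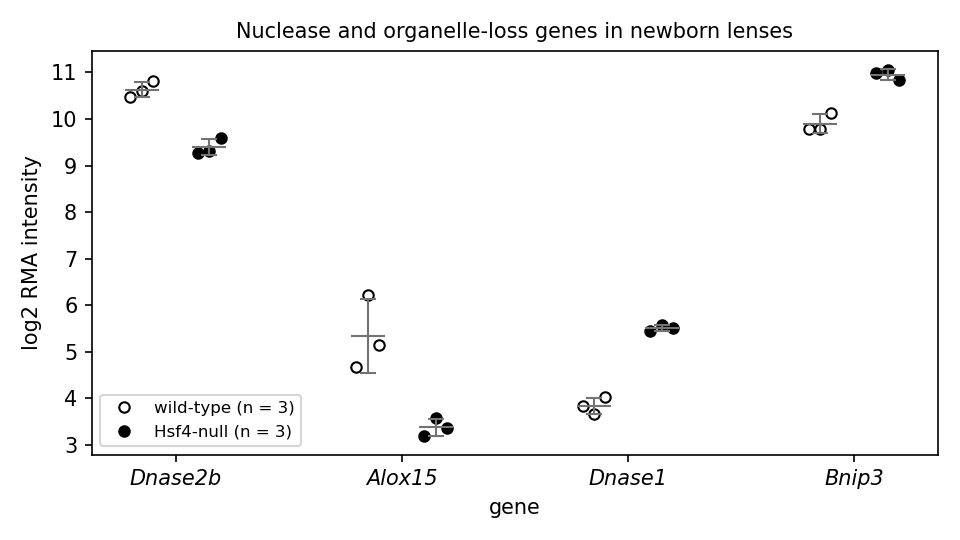
Log2 RMA intensity of Dnase2b, Alox15, Dnase1 and Bnip3 on each of the 3 wild-type (open) and 3 Hsf4-null (filled) arrays, with bars at the mean ± SD. Dnase2b lies at 10.47 to 10.81 in wild-type and at 9.27 to 9.59 in Hsf4-null lenses.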

**Figure 10:**
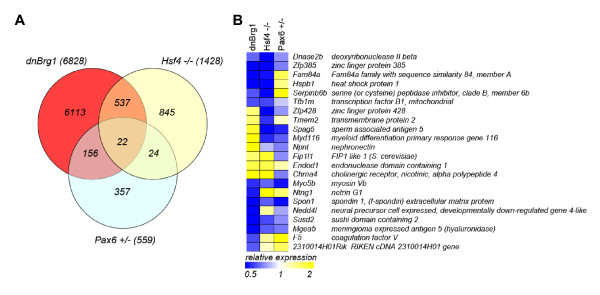
**Identification of lenses commonly regulated in *dnBrg1*, *Hsf4***^***-/- ***^**and *Pax6***^***+/-***^. **(A) **Venn diagram showing number of genes and/or transcripts regulated in *dnBrg1*, *Hsf4*^*-/- *^and *Pax6*^*+/- *^lenses. **(B) **A list of 22 genes regulated in all three systems. The genes were analyzed using the unsupervised hierarchical clustering described in Methods. Gene Expression Omnibus database accession numbers for dnBrg1, heat shock transcription factor 4 (Hsf4) and paired box gene 6 (Pax6) data are GSE22322, GSE22362 and GSE13244, respectively.

Using the Database for Annotation, Visualization and Integrated Discovery (DAVID), we further classified those 178 genes that were commonly deregulated in both Pax6 heterozygous and dnBrg1 transgenic lenses (Figure 10A). A total of 130 genes (73%) were classified using the DAVID tool. Among these, there were 63 individual genes with partially redundant presence in multiple Gene Ontology (GO) categories. For example, the *Dnase2b *gene was found in GO Biological Process category "DNA metabolic process," GO Molecular Function category "nuclease activity," GO Cellular Compartment "vacuole" and Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway "lysozome" (Additional file 6). Among the top-ranking GO categories we identified were GO Molecular Function "nucleotide binding" (*n *= 20, *P *= 0.005), "DNA metabolic process" (*n *= 6, *P *= 0.043) and "DNA replication" (*n *= 4, *P *= 0.032). These results are in agreement with Brg1's serving as a global regulator of chromatin and chromatin-associated processes including DNA repair [11] and DNA replication [12].

### Targeted deletion of Brg1 causes multiple eye developmental abnormalities

To further examine the role of Brg1 in the regulation of lens morphogenesis, we performed conditional knockout (cKO) of Brg1 by crossing *Brg1*^*flox/flox *^[7] mice with *Le-Cre*-transgenic mice [47]. The *Le-Cre *mouse is used to inactivate genes in the embryonic head surface ectoderm cells that give rise to the lens [47,51,52]. The onset of Le-cre activity was previously reported to commence around day E9.0 [47], corresponding with the activity of the Pax6 ectodermal enhancer (EE) [53]. The *Brg1*^*flox/flox *^mice and the *Le-Cre *mice did not show any phenotypic differences in comparison with the wild type (Figure 11 and data not shown). Therefore, we used the *Brg1*^*flox/flox *^mice as controls in our experiments. Following this Cre-lox-mediated deletion strategy, *Brg1*^*flox/flox*^, *Le-Cre *and *Brg1*^*flox/+ *^*Le-Cre *conditional knockout mice were obtained in the expected Mendelian ratios. The *Brg1*^*flox/+ *^*Le-Cre *mice appeared normal in terms of lens gross morphology (data not shown). These findings suggest that one allele of *Brg1 *was sufficient for normal eye development. In contrast, the majority of *Brg1*^*flox/flox *^*Le-Cre *mice (referred to herein as *Brg1 *cKO mutants) showed severe microphthalmia (that is, reduced size of the eye) as visually identified after birth (Additional file 7). Analysis of 47 Brg1 cKO embryos revealed different severity of ocular abnormalities in lens, retina and other tissues in 70% of the conditional knockout mutants (Table 1). In addition, in 2 of 47 embryos, aphakia (that is, absence of lens) was found. Analysis of the efficiency of the conditional knockouts revealed that in many embryos, deletions of both *Brg1 *alleles were not complete (Additional file 8). These results suggest that conditional inactivation of *Brg1 *in the surface ectoderm triggers a cascade of ocular developmental abnormalities in both the anterior and posterior eye segments.

**Figure 11:**
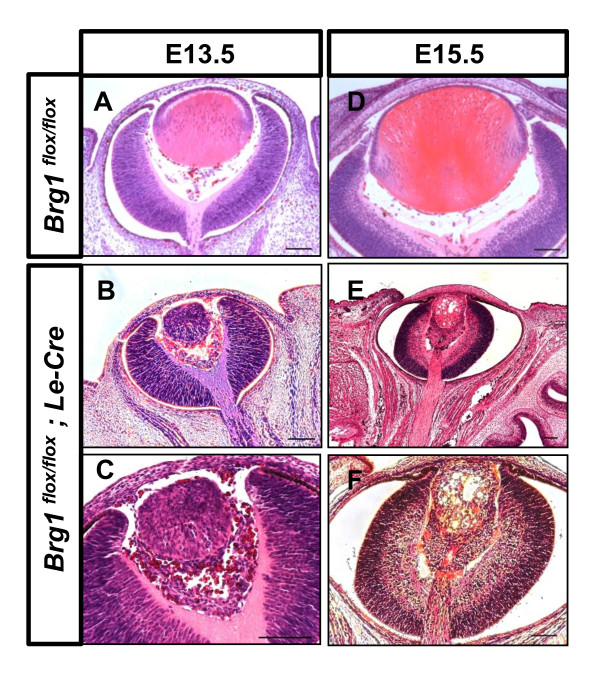
**Early deletion of Brg1 compromise ocular morphogenesis in the conditional knockout (cKO) mutant embryos**. Lens midsections were obtained from *Brg1*^*flox/flox *^and *Brg1*^*flox/flox*^; *Le-Cre *(mutant) mice from embryonic day 13.5 **(A-C) **and embryonic day 15.5 **(D-F)**. The examined Brg1 mutant embryos still underwent lens induction but revealed disrupted lens specification as well as an abnormal neural retina during embryonic development. Scale bar, 100 μm.

**Table 1:** A summary of gross morphology of the lens-specific Brg1 conditional knockout mice

	Total number of embryos	No obvious phenotype	Abnormal eye development	Aphakia
Brg1^flox/+ ^; Le-Cre	29	29	1	0
Brg1^flox/flox^; Le-Cre	47	14	31	2

Morphological and histological analysis of ocular defects in Brg1 mutants in embryonic and postnatal eyes is shown in Figures 11 and 12, respectively. At day E13.5, the Brg1 mutant lenses were reduced in size compared to the controls (Figures 11A, 11B and 11C). A clear discrimination between the lens epithelium and the lens fiber cells is also missing. In some cases, no anterior and posterior chambers were generated as the lens epithelial layer remained attached to the surface ectoderm, and the mesenchymal cells between posterior lens and the optic nerve failed to degrade (Figures 11B and 11C). Reduced lens growth and abnormal lens fiber cell differentiation were also found at day E15.5 (Figures 11E and 11F). In the Brg1 cKO embryos, the neural retina was much thicker at both day E13.5 (Figures 11B and 11C) and day E15.5 (Figures 11E and 11F). In addition, abundant mesenchymal cells were presented in the vitreous region between the posterior of the lens and the neuroretina (Figures 11E and 11F). At day E15.5, the mutant lens fiber cells failed to elongate properly and vacuoles could be seen across the lens microstructure (Figures 11E and 11F). In the postnatal Brg1 mutants (P1 and P7 stages), reduced lens size and other abnormalities, including retinal misfolding, persisted (Figures 12B, 12C, 12E, 12F, and 12H). The most severe defect, aphakia (Figure 12I), was accompanied by an aberrant infolding of the retina. In some animals, the anterior segment abnormalities included failures in corneal differentiation, formation of the anterior chamber and cornea-eyelid separation (Figures 12B and 12C). In adults, the mutant eyelids were often closed (Additional file 7B). The conditional inactivation of *Brg1 *in the presumptive lens ectoderm shows that this enzyme is cell-autonomously required for lens fiber cell differentiation, indirectly for normal retinal and directly and/or indirectly for anterior segment development.

**Figure 12:**
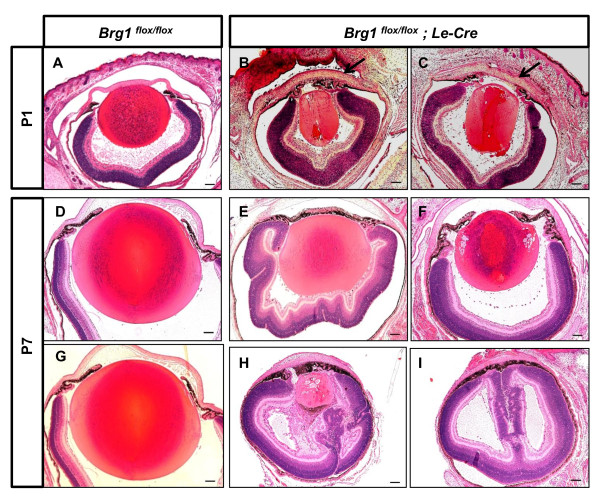
**Lens-specific Brg1 targeting gives rise to a variety of ocular deficiencies**. The cKO mutants were compared with *Brg1*^*flox/flox *^littermates at postnatal day 1 **(A-C) **and postnatal day 7 **(D-I)**. The mutant mice displayed ocular defects with various severities, including failure of cornea-eyelid separation (black arrows in **B **and **C**) or iris separation (**E**, **I **and **H**), aberrant lens and retina (**B**, **C**, **E**, **F**, and **H**) and even an absence of lens structure (**I**). Scale bar, 100 μm.

Analysis of lens fiber cell denucleation in Brg1 mutants revealed retention of nuclei as well as abnormal shape of the lens fiber cells (Figure 13). Thus, in both dnBrg1 transgenic and in Brg1 cKO lenses, lens fiber cell karyolysis was disrupted. In addition, we found perturbed expression patterns of αA- and γ-crystallin proteins in Brg1 mutants (Additional file 9). Expression of Pax6 was detected in the lens epithelium of the Brg1 mutated lens (Additional file 9). To gain further insight into both models of Brg1 function, we performed transcriptome analysis in Brg1 mutants using whole eyeballs with three sets of biological replicates and the Affymetrix Mouse Genome 430A 2.0 arrays (Affymetrix, Santa Clara, CA, USA) as described in Methods. The initial analysis revealed disrupted expression of 2,196 genes, with 1,115 upregulated and 1,081 downregulated genes. Interestingly, only a minor fraction (230) of modulated genes (constituting 3.5% of dnBrg1- and 10.5% of Brg1 cKO-deregulated genes) showed similar behavior in these two loss-of-function model systems (Figure 14). These 230 genes are listed in Additional file 10. Nevertheless, expression of *Dnase2b *was reduced in both of these systems (Additional files 3 and 10). Collectively, our molecular profiling data establish specific roles of Brg1 in mouse embryonic lens fiber cell differentiation and their denucleation.

**Figure 13:**
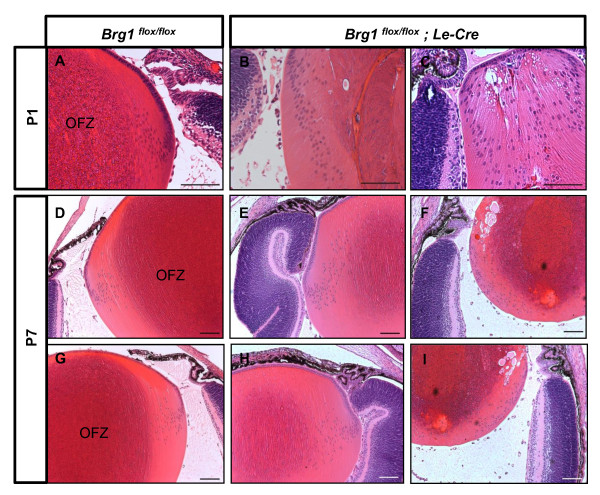
**Loss of function of Brg1 abrogates lens fiber cell denucleation**. Lens midsections were collected from both wild-type mice and littermates with lens-specific gene targeting of Brg1 from postnatal day 1 **(A-C) **and postnatal day 7 **(D-I) **for hematoxylin and eosin staining. OFZ, organelle-free zone. Scale bar, 100 μm.

**Figure 14:**
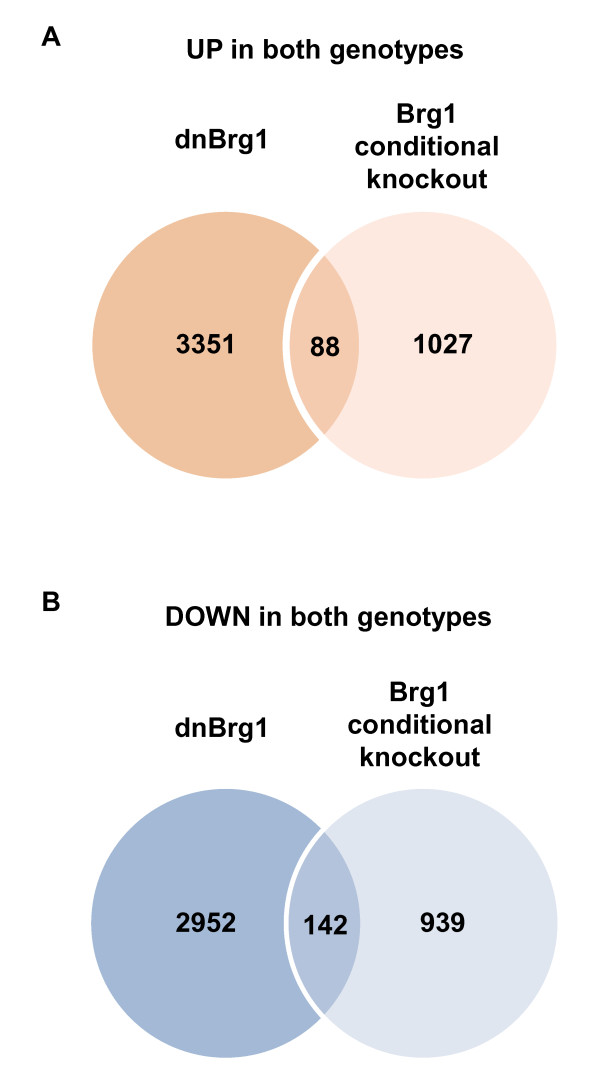
**Identification of commonly regulated genes in dnBrg1 lenses and Brg1 cKO eyes**. **(A) **Venn diagram showing numbers of upregulated genes and/or transcripts found in dnBrg1 and Brg1 cKO models. **(B) **Venn diagram showing numbers of downregulated genes and/or transcripts found in dnBrg1 and Brg1 cKO models. The genes and/or transcripts included in this analysis (6,533 in dnBrg1, and 2,196 in Brg1 cKO, respectively) were selected by two parameters: Pavlidis template matching (PTM), *P *< 0.05, and fold change > 1.5 as described in Methods [68].

## Discussion

Using a combination of two complementary genetic approaches, the present studies demonstrate that Brg1 is required for mouse lens fiber cell differentiation. Lens-specific expression of the dnBrg1 perturbed lens fiber cell differentiation process at multiple levels and resulted in cataract formation. In these abnormal lens fibers, nuclei were not degraded, suggesting that Brg1 participates in normal lens fiber cell karyolysis. The advantage of this system is that function of Brg1 was disrupted only in postmitotic lens fiber cells; however, this system is unlikely to produce complete inactivation of Brg1 biological activity [52]. To address this problem, conditional inactivation of Brg1 using a MLR39 Cre line, active only in differentiating lens fibers, would be required [54]. In parallel, conditional inactivation of *Brg1 *in the surface ectoderm resulted in a range of lens and/or eye developmental abnormalities, including the retention of nuclei in lens fiber cells. Incomplete deletion of floxed Brg1 alleles by Le-cre followed by clonal selection of viable cells and/or prolonged stability of Brg1 proteins in lens cells precludes any definitive conclusions about the potential role of Brg1 in lens lineage formation and lens placode invagination. In the majority of mutants, lens vesicles were formed and differentiation of primary lens fibers was compromised. Absence of lens in the mutated eye was accompanied by an aberrant infolding of the retina. Similar defects were found in Pax6 embryos conditionally inactivated in the surface ectoderm [47]. Collectively, the present studies reveal an essential, novel role of Brg1 in lens fiber differentiation and denucleation. In addition, secondary defects in retinal formation suggest that Brg1 can play cell nonautonomous roles in retinal development that originate from aberrant lens morphogenesis as described elsewhere [47,52,55-58].

Although the use of two loss-of-function approaches to study the Brg1 function in lens development generated comparable results at the morphological and cellular levels, molecular studies using RNA expression profiling identified only a small number of commonly regulated genes (Figure 14). There are at least three factors that could contribute to these findings. First, loss of function of Brg1 from day E9.0, that is, prior to the morphological formation of lens pit and/or vesicle, should impair lens development more severely compared to the transgenic dnBrg1 system with later onset expression (from day ~ E11.5) in postmitotic lens fibers. Second, we could not isolate mutated lenses from comparable, that is, E15.5-day-old, embryos because of their structural fragility. Instead, we had to dissect eyeballs including mutated lenses and other affected tissues, and this tissue heterogeneity was reflected in the eyeball transcriptome. Third, the variability of the Brg1 cKO phenotypes (Table 1 and Figure 12) makes it difficult to microdissect lenses, even under ideal conditions, with abnormalities comparable to the dnBrg1 transgenic lenses.

Previous studies of Brg1 function in other cells and tissues established Brg1 as a specific regulator of cell proliferation, differentiation and survival [7-9,11,12]. The present studies in lens suggest that Brg1 plays a major role in lens fiber cell differentiation. Though Brg1 is highly expressed in the surface ectoderm that gives rise to the lens placode (Figures 1A and 1B), Brg1's role in the formation of lens lineage remains to be determined through detailed analysis of early stage (days E9-E10) embryos. Expression of Brg1 is reduced in differentiating primary and secondary lens fibers. Brg1's role in lens fiber cell differentiation is supported by ectopic expression of the dnBrg1 transgene in lens and by conditional inactivation of Brg1 in the presumptive lens ectoderm. Three transgenic mouse lines were established and generated similar lens-specific differentiation defects. Although the lens-specific knockout resulted in variable eye defects, in the majority of embryos, we detected rudimentary lens formation. This variability could originate from incomplete deletion of both *Brg1 *alleles, compensation via Brm/Smarca2 and/or via other mechanisms such as prolonged stability of the Brg1 proteins. Upregulation of Brm/Smarca2 was indeed found in the dnBrg1-transgenic model. A large number of transgenic lens studies utilizing the αA-crystallin promoter induced cell cycle reentry and/or apoptosis in the lens fiber cell compartment [41,42,59-62]. In the present study, no evidence for apoptosis (data not shown) and cell cycle reentry (see Additional file 2) in postmitotic dnBrg1 transgenic lens fibers was found.

Earlier studies identified αA- and αB-crystallins (among ~ 80 other genes) upregulated in the human adrenal carcinoma cell line SW-13, deficient in both Brg1 and Brm expression, in which Brg1 was reintroduced [27,33]. Here we show reduced expression and accumulation of αA-crystallin in dnBrg1-transgenic and Brg1-cKO lenses that is consistent with our earlier findings that abundant quantities of Brg1 are present within a 16-kb region of lens-specific chromatin of the mouse *Cryaa *locus [30]. On the basis of the data shown here and in our earlier studies [30], we conclude that αA-crystallin gene and/or locus is regulated directly by at least three DNA-binding transcription factors, Pax6, c-Maf and CREB, and by chromatin remodeling enzyme Brg1. We propose that Brg1, and, by inference, SWI/SNF complexes, are recruited to the *Cryaa *locus by Pax6 and possibly by other mechanisms, including the recognition of acetylated lysine residues by Brg1 bromodomain.

To identify genes downstream of Brg1 in lens, we performed RNA expression profiling studies in day E15.5 dnBrg1 transgenic lenses followed by comparative analyses of differentially expressed genes in Pax6 heterozygous and Hsf4 homozygous lenses. We reasoned that if lens lineage-specific DNA-binding transcription factors Pax6 and Hsf4 serve *in vivo *as recruiters of SWI/SNF complexes to specific regions of chromatin, we could find commonly regulated genes in these three model systems. Among those 6,828 transcripts regulated in dnBrg1 transgenic lenses, 715 (~ 10.5%) transcripts were also regulated in *Pax6*^*+/- *^and *Hsf4*^*-/- *^mutated lenses. Within the 559 differentially expressed genes in *Pax6*^*+/- *^lenses, 178 (~ 32%) transcripts were shared between these two systems. Similarly, within the 1,428 differentially expressed genes in *Hsf4*^*-/- *^mutated lenses, 559 (~ 39%) transcripts were commonly deregulated. Finally, 22 genes, including lens-preferred acid DNase IIβ endonuclease, were found to be dysregulated in all three mutated lenses. These results suggest that Brg1, Hsf4 and Pax6 exert their function through commonly regulated genes. In addition, the use of the DAVID and GSEA analysis tools for interpretation of genomewide expression profiles identified several functionally related groups of genes suggesting the presence of specific Brg1-dependent coregulated biological processes. Additional molecular studies using chromatin immunoprecipitation (ChIP) sequencing (ChIP-seq) and related methods are required to demonstrate co-localization of Brg1, Hsf4 and Pax6 proteins in lens chromatin at their target genes.

The most obvious defects in dnBrg1 transgenic lens fiber cell differentiation included the failure of lens fiber cells to degrade their nuclei, abnormal curvature and cell-to-cell contacts of lens fiber cells, and suture formations. All of these processes likely contributed to lens opacities found in postnatal transgenic lenses. The most interesting aspect of abnormal lens fibers was retention of their nuclei. These findings add a novel role for Brg1 to control denucleation and/or karyolysis as an important process of terminal differentiation. Downregulation of Dnase2b transcripts in dnBrg1 transgenic lenses as well as in conditionally deleted *Brg1 *lens can explain, at least partially, this phenotype. In wild-type lenses, DNase IIβ reaches its peak activity at day E17.5 [63], and this is followed by the establishment of an OFZ. In both the dnBrg1-transgenic and mutated Brg1 lenses, formation of an OFZ was not found (Figures 4 and 13). Initial analysis of the *Dnase2b *promoter and its surrounding regions identified multiple putative Pax6- and Hsf4-binding sites (Figure 15A), suggesting that these two transcription factors regulate lens-preferred expression of this enzyme via recruitment of SWI/SNF complexes. In addition to DNase IIβ, the present studies suggest a large number of differentially expressed genes that belong to GO Biological Process categories: DNA repair, establishment and/or maintenance of chromatin architecture, response to DNA damage stimulus and chromatin modification (see Additional file 11). Given the recent link between ubiquitin metabolism and lens fiber cell denucleation [64], we also identified differentially expressed genes that belong to the GO categories ubiquitin cycle, proteasome and ubiquitin-mediated proteolysis. These genes are excellent candidates for mechanistic studies of lens fiber cell denucleation. Finally, it is also possible that SWI/SNF complexes containing Brg1 participate in the process of lens fiber denucleation independently through controlling local chromatin structure in those regions that exhibit initial DNA damage. This is supported by our recent study that revealed formation of DNA double-stranded breaks repair through visualization of phosphorylated H2AX in the lens fiber cell compartment [41]. Both models of Brg1's role (and by inference the role of SWI/SNF complexes) in lens fiber cell denucleation (Figure 15) are not mutually exclusive. Ongoing experiments are aimed to test these hypotheses.

**Figure 15:**
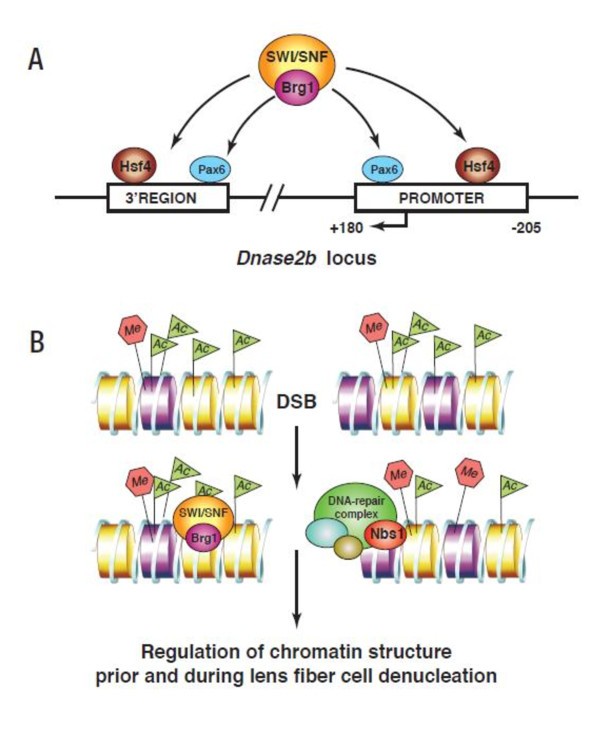
**Summary of two complementary models illustrating Brg1's role during lens fiber cell differentiation**. **(A) **A schematic of the *Dnase2b *locus including its evolutionarily conserved promoter region (-205 to + 180). Multiple Pax6- and Hsf4-binding sites were identified in the *DNase2b *promoter and 3'-downstream evolutionary conserved region. Hsf4 and Pax6 recruit (switch/sucrose nonfermentable) (SWI/SNF) complexes as described elsewhere [29,30]. **(B) **A schematic of a DNA double-strand break (DSB) accompanied by insertions of H2A histone family, member X (H2AX) histone variant (nucleosomes shown in purple). Both SWI/SNF (including Brg1) and DNA repair (including Nbs1) complexes are then recruited to the chromatin. Both complexes are thought to regulate chromatin structure prior to and during lens fiber cell denucleation. In mouse, Nbs1-deficient lenses show incomplete denucleation of lens fiber cells [71].

## Conclusions

Our results demonstrate that lens fiber cell terminal differentiation, including their denucleation (karyolysis), requires the ATP-dependent chromatin remodeling enzyme Brg1. Our data suggest that Brg1, together with two lens lineage transcription factors, Pax6 and Hsf4, is required for the transcriptional regulation of DNase IIβ, the key enzyme for lens fiber cell denucleation. In addition, the present data are consistent with our earlier findings suggesting that Brg1 regulates directly the expression of the αA-crystallin gene, the key structural protein of the mammalian lens. These results provide new molecular insights into the process of lens fiber terminal differentiation and open new research avenues to probe chromatin structure prior to and during lens fiber cell denucleation.

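In Hsf4-null lenses the transcripts of Brg1 and Pax6 themselves did not pass the test for a change. Smarca4, which encodes Brg1, had a log2 intensity of 8.08 ± 0.09 (SD, n = 3) in wild-type and 8.25 ± 0.17 (SD, n = 3) in Hsf4-null lenses (log2 fold change 0.17, standard error 0.12, adjusted p = 0.542 from limma). Smarca2, the related Brm ATPase, had a log2 fold change of 0.05 (standard error 0.12). Pax6 was at 10.7 ± 0.33 (SD, n = 3) and 10.8 ± 0.36 (SD, n = 3), a log2 fold change of 0.17 (standard error 0.22, adjusted p = 0.768 from limma). Of 19 measured subunits of the SWI/SNF complexes, 0 rose and 0 fell at an adjusted p under 0.05 from limma, also when adjusted over the list alone, and 1 was higher and 0 lower at an unadjusted p under 0.05. Among 21 measured lens transcription factors, Prox1 (fell by 0.83, standard error 0.13, adjusted p = 0.0161 from limma) and Hsf4 passed and 19 did not, also when adjusted over the list alone. The call for Prox1 was lost without wild-type replicate 3, Hsf4-null replicate 1 or Hsf4-null replicate 3. It was also lost with the replicate number as a block and with the methods' t-test after Benjamini-Hochberg adjustment. In dnBrg1 lenses the paper reports Prox1 as higher, the opposite direction.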

## Methods

### Antibodies

The primary antibodies used were Brg1, αA-crystallin, γ-crystallin, Pax6, MIP/MIP26/aquaporin 0 (Santa Cruz Biotechnology, Santa Cruz, CA, USA) and Flag M2 (Sigma-Aldrich, St. Louis, MO, USA). The secondary antibodies used were Alexa 568 goat anti-rabbit (Molecular Probes, Eugene, OR, USA) and biotin-conjugated secondary anti-rabbit (EO466; Dako, Carpintera, CA, USA).

### Generation of transgenic dnBrg1 mice

The plasmid pACP3 [59] was modified to insert *Eco*RV and *Mlu*I restriction sites into both 5'- and 3'-*Not*I sites that flank the αA-crystallin promoter/polylinker/simian virus 40 (SV40)/polyA sequences. A Brg1 cDNA containing the K798R mutation was cloned as a 5.2-kb *Cla*I-*Spe*I fragment obtained from pBluescript KS(+)-FLBrg1Mut [23] to generate pCryaa/dnBrg1 (see Figure 2A). A 7.2-kb *Eco*RV fragment was released from this plasmid and used to generate transgenic mice by injection into FVB/N fertilized oocytes. Transgene integration was confirmed by genomic PCR using tail DNA with the following primers: 5'-ATGGCTCCAGGGGAAGG-3' and 5'-CATTCCTTTCATCTGGTTG-3'. The cycling parameters were 94°C for 30 s, 55°C for 45 s and 72°C for 70 s for 35 cycles.

### Conditional inactivation of Brg1 in the presumptive lens ectoderm

*Brg1*^*flox/flox *^mice [7] were mated with *Le-Cre*-transgenic mice [47], and the progeny were crossed to generate litters containing homozygous floxed alleles and heterozygous for the Cre transgene. Mice genotyping was performed as described previously in the literature [7,47]. Animal husbandry and experiments were conducted in accordance with the approved protocol of the Albert Einstein College of Medicine Animal Institute Committee and the Association for Research in Vision and Ophthalmology Statement for the use of animals in ophthalmic and vision research. Noon of the day the vaginal plug was observed was considered to be day E0.5 of embryogenesis.

### Histological analysis

Animals were killed by CO_2_, and either the embryos were dissected from pregnant females or whole eyeballs were removed from postnatal animals. Tissues were then fixed in 10% neutral buffered paraformaldehyde overnight at 4°C, processed and embedded in paraffin. Serial sections were cut in 5-μm thickness through the midsection of the lens and stained with hematoxylin and eosin or used for subsequent experiments. Immunohistochemistry was performed as described previously [65] with the 3,3'-diaminobenzidine (DAB) kit (Vector Laboratories, Burlingame, CA, USA). Indirect immunohistological staining was conducted following standard procedures. Briefly, sections were washed twice in Tris-buffered saline (TBS) and blocked for 30 min with Image-iT™ FX signal enhancer (Molecular Probes). Then sections were washed twice in TBS before undergoing primary antibody incubation in 1% Bovine Albumin Fraction Solution (Invitrogen, Grand Island, NY, USA) and 0.1% (vol/vol) Triton X in TBS overnight at 4°C in a humidified chamber. After being washed twice in PBS, sections were incubated with the secondary antibody for 1 h at room temperature. Sections were then washed three times with PBS and mounted with fluorescence preserve mounting medium (Vector Laboratories). Primary antibodies were diluted (vol/vol) as follows: Brg1 (1:200), αA-crystallin (1:1,000), γ-crystallin (1:1,000), Flag (1:150), MIP26 (1:200) and Pax6 (1:400). Secondary antibodies were diluted as follows: Alexa 568 goat antirabbit (1:500) and biotin-conjugated secondary antirabbit (1:400). For immunofluorescence staining, primary antibodies were diluted in blocking solution and nuclei were stained with 4',6-diamidino-2-phenylindole (DAPI). Images were obtained with a Zeiss Axioskop II light microscope or a Leica MZ FLIII fluorescence stereomicroscope (Heerbrugg, Switzerland).

### Scanning and transmission electron microscopy

Three-month-old mouse lenses from wild-type and dnBrg1 animals were fixed overnight at room temperature in 0.08 M sodium cacodylate, 1.25% glutaraldehyde and 1% paraformaldehyde (pH 7.4). After fixation, the lens capsule and several of the outermost layers of the fiber cells were peeled off to show the fiber pattern. Then the lens samples were dehydrated through a graded series of ethanol and processed by critical point dry (CPD) using liquid carbon dioxide in a Tousimis Samdri 795 Critical Point Drier (Rockville, MD, USA). Subsequently, lens samples were transferred to a filter paper, placed in vacuum desiccators, mounted on a stub and sputter-coated for 2 min with gold-palladium in Denton Vacuum Desk-2 Sputter Coater (Cherry Hill, NJ, USA). Specimens were examined using a JEOL JSM6400 Scanning Electron Microscope (Peabody, MA, USA) with an accelerating voltage of 10 kV.

For transmission electron microscopy, eyes from 3-month-old mice were fixed for several hours in a 2% paraformaldehyde/2.5% glutaraldehyde solution. While in fixative, the posterior hemispheres of eyeballs were pierced with a fine needle. After being rinsed in 0.1 M cacodylate buffer, eyeballs were postfixed in a mixture of 1% OsO_4 _and 0.8% potassium ferrocyanide in 0.1 M cacodylate buffer for 2 h at 4°C. Specimens were then dehydrated in a graded series of ethanol and embedded in Epon (Serva, Heidelberg, Germany). Semithin sections (1 μm) were collected on uncoated glass slides and stained with methylene blue/azure II [66] for light microscopy. Ultrathin sections were mounted on uncoated copper grids, stained with uranyl acetate and lead citrate and examined on a Zeiss Libra electron microscope.

### Oligonucleotide microarrays and mRNA expression profiling

Lenses were isolated from day E15.5 transgenic and wild-type embryos and stored in RNA Later (Ambion, Woodlands, TX, USA). Newborn wild-type and *Hsf4*^*-/- *^lenses were described previously [49]. Whole eyeballs were isolated from newborn wild-type and conditional Brg1 knockouts as microdissected lenses were difficult to obtain because of their mechanical fragility. RNA isolations were performed using the RNeasy MiniElute Kit and RNase-Free DNase set (Qiagen, Valencia, CA, USA). RNA quality was assessed using the Agilent 2100 Bioanalyzer with the Nano LabChip Kit (Agilent Technologies, Palo Alto, CA, USA) following the manufacturer's instructions. Replicate sets of RNA from distinct day E15.5 dnBrg1 embryonic lenses (*n *= 4) and individual newborn eyeballs (*n *= 3) and corresponding numbers of stage-matched wild-type littermates were prepared for microarray analyses. cDNA synthesis and amplifications were performed with the Ovation™ RNA Amplification System V2 (Nugen, San Carlos, CA, USA) using 50 ng of total RNA per sample. Amplified cDNA were cleaned and purified with the DNA clean and Concentrator™-25 kit (Zymo Research, Orange, CA, USA). Fragmentation and labeling were performed using the FL Ovation™ cDNA Biotin Module V2 (Nugen) according to the manufacturer's instructions. The samples were subsequently hybridized on Mouse Genome 430A 2.0 arrays (Affymetrix, Santa Clara, CA, USA) following the manufacturer's specification.

### Bioinformatic tools and statistical filtering of RNA microarray results

Differentially regulated genes and/or mRNA between *dnBrg1 *and wild-type lenses were identified using biological quadruplicate sets (*n *= 4) of robust multichip average (RMA)-normalized Affymetrix CEL files [67] by a conjunction of Student's *t*-test (*P *< 0.05) and significance analysis of microarrays (SAM; false discovery rate FDR set to < 1%), using the TIGR Multiexperiment Viewer of the TM4 suite (Dana-Farber Cancer Institute, Boston, MA, USA) [68]. A similar strategy was used to identify differentially regulated genes and/or mRNA between *Hsf4*-null and wild-type lens (biological triplicates, RMA normalization, conjunction of *t*-test; *P *< 0.05 and SAM FDR < 5%). Primary data from this study were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus database under accession numbers GSE22322 (the dnBrg1 part), GSE22362 (the Hsf4 part) and GSE25168 (the Brg1 cKO part). The R-based extension to GeneSpring GS7 (Agilent Technologies, Santa Clara, CA, USA) was used to create a boxplot representation of 6,828 Brg1 target genes in Figure 8 to generate a five-number summary including the smallest observation, lower quartile, median, upper quartile, largest observation and indications of outlier observations. The GO and KEGG pathway functional annotations were performed using the National Institutes of Health web-based tool DAVID (Database for Annotation, Visualization and Integrated Discovery) [69]. GSEA (http://www.broad.mit.edu/gsea/) was additionally used to identify significantly enriched pathways disrupted in dnBrg1-transgenic lenses [46].

### qRT-PCR

Relative expression levels of 16 genes were verified by qRT-PCR. Total RNA from biological triplicates of transgenic and wild-type littermate lenses were isolated using RNeasy MiniElute Kit and RNase-Free DNase set (Qiagen, Valencia, CA, USA). Subsequently, cDNA was synthesized with Random Haxamer primers (Invitrogen) and Superscript TM III Reverse Transcriptase (Invitrogen) following the manufacturers' instruction. cDNA was diluted 10 times, and qRT-PCR was performed using the Applied Biosystems (ABI, Foster City, CA, USA) 7900HT fast Real-Time PCR system with Power SYBR Green PCR master mix (ABI). Specific primers for qRT-PCR are listed in Additional file 12. Primers were designed across neighboring introns using NCBI Primer-BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi). Transcripts encoding β_2 _microglobulin (*B2M*), succinate dehydrogenase complex subunit A (*SDHA*), and hypoxanthine-guanine phosphoribosyltransferase (*HPRT*) genes were used for normalization of expression levels of both transgenic and wild-type results as described previously [45,70].

## A list of abbreviations used

**ATP**: adenosine-5'-triphosphate; **BAF**: Brg1 Associated Factor; **Brg1**: Brahma-Related Gene 1; **CREB**: cAMP Response Element Binding Factor; **DAVID**: Database for Annotation, Visualization and Integrated Discovery; **dn**: Dominant-negative; **GO**: Gene Ontology; **GSEA**: Gene Set Enrichment Analysis; **HMGA**1: High Mobility Group A 1; **Hsf4**: Heat Shock Transcription Factor 4; **INL**: Inner Nuclear Layer; **ISWI**: Imitation Switch; **KEGG**: Kyoto Encyclopedia of Genes and Genomes; **MIP**: Main Intrinsic Polypeptide; **Mitf**: Microphthalmia-associated Transcription Factor; **NES**: Normalized Enrichment Score; **NuRD**: Nucleosome Remodeling and Deacetylase; **OFZ**: Organelle Free Zone; **Pax6**: Paired Box Gene 6; **RAR**: Retinoic Acid Receptor; **RXR**: Retinoid X Receptor; SEM: scanning electron microscopy; **SWI/SNF**: Switch/Sucrose Nonfermentable; **Tbx2**:T-box Transcription Factor 2; TEM: transmission electron microscopy.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SH carried out most of the experimental work, contributed to the bioinformatic analysis and drafted the manuscript. MKP performed all experiments to determine the expression pattern of Brg1 in the eye and significantly contributed to experimental work using the dominant-negative transgenic mice. WLW performed and analyzed the SEM experiments. LW and AN performed experiments with Hsf4-null lenses. BKC and KC developed the dominant-negative transgenic mouse model. ERT performed and analyzed the TEM studies. RAP, DM and PC participated in the Brg1 conditional knockout studies. JZ performed the bioinformatic and statistical analysis and participated in manuscript preparation. AC conceived the study and contributed to data analysis and manuscript preparation. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Reduced expression of αA-crystallin and main intrinsic polypeptide (MIP), also known as aquaporin O and MIP26, in dominant-negative (dn) Brahma-related gene 1 (*Brg1*) (dnBrg1) transgenic lens**. Immunohistochemical staining using antibodies against **α**A-crystallin and MIP26 (aquaporin 0) revealed reduced expression of these two lens structural proteins in the dnBrg1 transgenic adult lenses. Note an evident lack of staining of both of the two proteins from the center of the lens, where the cataract is mainly initiated. Click here for file

Additional file 2 **Cell proliferation in the dnBrg1 lenses**. Immunohistochemical staining using antibodies against bromodeoxyuridine (BrdU) revealed no significant differences in lens epithelial cell proliferation in the embryonic day E15.5 lenses from wild-type **(A and C) **and dnBrg1 littermates **(B and D)**. Higher magnification of the anterior lenses of embryonic day E15.5 wild type **(C) **and dnBrg1 **(D) **are shown. Scale bar, 100 μm. Click here for file

Additional file 3 **Verification of microarray results by quantitative real-time polymerase chain reaction (qRT-PCR)**. Relative expression levels of Bfsp, Cdkn1b, Dnase2b, Dnmt3a, Fgfr1, Gsn, Hif1a, Hod, Jag1, Mab21l1, Pitpnm2, Prox1, Six3, Smarcd1, Smarce1 and Vim transcripts in wild-type (WT; shown in black) and dnBrg1 (shown in white) lenses were determined using qRT-PCR as described in Methods. β_2 _microglobulin (B2m), hypoxanthine-guanine phosphoribosyltransferase (Hprt) and succinate dehydrogenase complex subunit A (Sdha) transcripts were tested as internal references, and all were found unchanged between the wild-type and dnBrg1 lenses. The data are expressed relative to the unchanged expression level of B2m transcripts. Click here for file

Additional file 4 **A summary of the selected genes for qRT-PCR verification as potential candidate targets of Brg1**. Click here for file

Additional file 5 **Classification of significant genes into three categories: "Chromatin," "Lens Biology" and "Neuronal Function" following Gene Set Enrichment Analysis (GSEA)**. Upregulated (downregulated) genes are shown in red (blue), respectively. Curated gene sets, C2; GO gene sets, C5; Molecular Signature Database Class, MSigDB Class; normalized enrichment score, NES. Click here for file

Additional file 6 **Functional grouping of 178 genes that were commonly deregulated in both Pax6 heterozygous and dnBrg1 transgenic lenses using the Database for Annotation, Visualization and Integrated Discovery (DAVID)**. Upregulated genes, red; downregulated genes, blue. Click here for file

Additional file 7 **Loss of function of Brg1 via lens-specific deletion causes multiple ocular defects**. Compared to the control littermates **(A) **at postnatal day 21, lens-specific inactivation of Brg1 within the lens placode derivatives leaded to microphthalmia in the mutant mice **(B)**. The size of the P1 microdissected eyeballs **(D) **from the conditional knockout mutants was reduced, with a much smaller pupil opening (arrows) compared to the wild-type controls **(C)**. Click here for file

Additional file 8 **Analysis of the Le-Cre-driven deletion efficiency in Brg1 cKO**. **(A) **PCR analysis of genomic DNA prepared from newborn lens, cornea and tail. Detection of Brg1 deletion showed occasional germline deletion of Brg1 [52]: Lanes 1 and 2, lens; lane 3, tail; lane 4, cornea from two *Brg1*^*flox/flox*^; *Le-Cre *mice (M1 and M2) [7]. **(B) **PCR detection of *Brg1*^*flox*^, *Brg1 *WT and *cre *alleles. Lane 1-lens DNA from M1, which still showed *Brg1*^*flox *^band; two-tailed DNA from a *Brg1*^*flox/+ *^mouse; three-tailed DNA from M1 detected Cre expression. **(C) **Immunofluorescence localization of Brg1 in wild-type (*Brg1*^*flox/flox*^) and Brg1 cKO lenses (*Brg1*^*flox/flox*^; *Le-Cre*). Click here for file

Additional file 9 **Immunolocalization of αA-crystallin, γ-crystallin and Pax6 in Brg1 cKO**. Nuclei were shown by 4',6-diamidino-2-phenylindole (DAPI) staining (blue). Perturbed αA-crystallin (α-Cry) and **γ**-crystallin (γ-Cry) expression (red) was found in the Brg1 mutant lenses. Pax6 (red) is mainly expressed in the lens epithelial cells in both Brg1^flox/flox ^and Brg1 mutant P1 lenses. Scale bar, 100 μm. Click here for file

Additional file 10 **A list of 230 transcripts that were commonly deregulated in both dnBrg1 transgenic and Brg1 cKO lenses**. Upregulated genes, red; downregulated genes, blue. Click here for file

Additional file 11 **Identification of several GO categories "Biological Function" using the Database for Annotation, Visualization and Integrated Discovery (DAVID) that contain large numbers of genes disrupted in dnBrg1 transgenic lenses**. Upregulated genes, red; downregulated genes, blue. Click here for file

Additional file 12 **A list of primers used in qRT-PCR**. Click here for file

# Supplementary material for: Chromatin remodeling enzyme Brg1 is required for mouse lens fiber cell terminal differentiation and its denucleation
**Source:** Epigenetics Chromatin. 2010 Nov 30;3:21. doi: 10.1186/1756-8935-3-21
**Supplement:** Additional file 4 — A summary of the selected genes for qRT-PCR verification as potential candidate targets of Brg1.

**A summary of selected genes for qRT-PCR verification as potential candidate targets of Brg1**

|                     |                |                                                                                                          |
|---------------------|----------------|----------------------------------------------------------------------------------------------------------|
| <b>1450571_a_at</b> | <b>Bfsp1</b>   | <b>beaded filament structural protein in lens-CP94</b>                                                   |
| <b>1419497_at</b>   | <b>Cdkn1b</b>  | <b>cyclin-dependent kinase inhibitor 1B (P27)</b>                                                        |
| <b>1450237_at</b>   | <b>Dnase2b</b> | <b>deoxyribonuclease II beta</b>                                                                         |
| <b>1423066_at</b>   | <b>Dnmt3a</b>  | <b>DNA methyltransferase 3A</b>                                                                          |
| <b>1425911_a_at</b> | <b>Fgfr1</b>   | <b>fibroblast growth factor receptor 1</b>                                                               |
| <b>1415812_at</b>   | <b>Gsn</b>     | <b>gelsolin</b>                                                                                          |
| <b>1448183_a_at</b> | <b>Hif1a</b>   | <b>hypoxia inducible factor 1, alpha subunit</b>                                                         |
| <b>1451776_s_at</b> | <b>Hod</b>     | <b>RIKEN cDNA 2300002F06 gene</b>                                                                        |
| <b>1421105_at</b>   | <b>Jag1</b>    | <b>jagged 1</b>                                                                                          |
| <b>1421369_a_at</b> | <b>Mab21l1</b> | <b>mab-21-like 1 (C. elegans)</b>                                                                        |
| <b>1419757_at</b>   | <b>Pitpnm2</b> | <b>retinal degeneration B2 homolog (Drosophila)</b>                                                      |
| <b>1421336_at</b>   | <b>Prox1</b>   | <b>prospero-related homeobox 1</b>                                                                       |
| <b>1426638_at</b>   | <b>Six3</b>    | <b>sine oculis-related homeobox 3 homolog (Drosophila)</b>                                               |
| <b>1448913_at</b>   | <b>Smarcd1</b> | <b>SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily d, member 1</b> |
| <b>1422675_at</b>   | <b>Smarce1</b> | <b>SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily e, member 1</b> |
| <b>1450641_at</b>   | <b>Vim</b>     | <b>vimentin</b>                                                                                          |

# Supplementary material for: Chromatin remodeling enzyme Brg1 is required for mouse lens fiber cell terminal differentiation and its denucleation
**Source:** Epigenetics Chromatin. 2010 Nov 30;3:21. doi: 10.1186/1756-8935-3-21
**Supplement:** Additional file 5 — Classification of significant genes into three categories: "Chromatin," "Lens Biology" and "Neuronal Function" following Gene Set Enrichment Analysis (GSEA). Upregulated (downregulated) genes are shown in red (blue), respectively. Curated gene sets, C2; GO gene sets, C5; Molecular Signature Database Class, MSigDB Class; normalized enrichment score, NES.

**Classification of significant genes into three categories: “Chromatin”, “Lens Biology” and “Neuronal Function” following Gene Set Enrichment Analysis (GSEA). Up-regulated (down-regulated) genes are shown in red (blue), respectively. Curated gene sets, C2; GO gene sets, C5; Molecular Signature Database Class, MSigDB Class; normalized enrichment score, NES.**

| Category          | MSigDB Class | NAME                                                     | NES   | SIGNIFICANT GENES (CORE ENRICHMENT)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-------------------|--------------|----------------------------------------------------------|-------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Chromatin         | C5           | TRANSCRIPTION_FACTOR_COMPLEX                             | 1.54  | EDF1, HDAC3, TAF9, ING2, TRRAP, TAF11, RUVBL1, TAF12, SAP18, GTF2H1, SUB1, FOXF2, HDAC2, NARG1, ACTL6A, HDACS                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|                   | C2           | HDACPATHWAY                                              | 0.96  | CALM1, PPP3CC, CAMK1, HDACS, MEFA, NFATC2, IGF1R                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|                   | C5           | DAMAGED_DNA_BINDING                                      | -1.28 | FEN1, XPC, MPG, POLH, ERCC4,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|                   | C5           | CHROMATIN                                                | -1.29 | TOP2B, FOXC1, JUNB, MAF, CBX1, H2AFY, INCENP, MCM2, KLHDC3, PAM, UPF1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|                   | C5           | TRANSCRIPTION_FACTOR_ACTIVITY                            | -1.30 | FOXL1, EGR2, ATF1, YEATS4, NANOG, ATF3, RFX3, MYBL2, FOSL2, NFATC1, ARNT2, TAF13, MNT, POU3F2, AR, GATA2, GATA3, PTTG1, XBP1, CCRN4L, PHF1, GATA1, BACH1, MBD1, FOXN2, TRIM28, NPAS2, MYEF2, AHR, HIC1, GU2, PPARG, MYNN, RUNX1T1, RELA, NR2C2, POU3F1, EPAS1, LZTR1, AEBP1, NFIC, ETV5, SPI1, CREB1, SNAPC2, KLF9, NEUROG1, HDAC1, DLX3, STAT6, NFKB2, UBP1, GLI3, HSF1, SCMH1, DLX2, LMO1, SOX4, CREBBP, TBX1, HNF4A, TCF15, E2F3, JARID1B, TSC2D23, SREBF1, GTF2H4, THRA, ZBTB48, FLI1, SCAND1, ZBTB17, HSF2                                                                                                                                                                                                                                                                                  |
|                   | C5           | HISTONE_MODIFICATION                                     | -1.31 | MYST3, MAP3K12, NSD1, CREBBP, PPARGC1A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|                   | C5           | CHROMATIN_BINDING                                        | -1.51 | CENPA, CBX1, NSD1, CBX3, BCL6, SMC1A, KLHDC3, PAM, UPF1, CDCAS, POLD1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Lens biology      | C2           | GLUTATHIONE_METABOLISM                                   | 1.53  | MGST3, GGT1, GSTT2, GSTM1, IDH2, GCLM, GPX4, GSTZ1, GSTM5                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|                   | C5           | ANTIOXIDANT_ACTIVITY                                     | 1.45  | MGST3, GPX4, GSTZ1, CYGB                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|                   | C5           | GLUTATHIONE_TRANSFERASE_ACTIVITY                         | 1.38  | MGST3, GSTT2, GSTM1, GSTZ1, GSTM5,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|                   | C2           | RHOPATHWAY                                               | 1.23  | ARPC1B, ARPC3, ARPC1A, PFN1, PIP5K1B, ARHGAP5, PIP5K1A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|                   | C2           | P38MAPKPATHWAY                                           | 1.05  | MAPKAPK2, MAPKAPK5, HSPB2, STAT1, DDIT3, DAXX, MEFA, MYC, MAPK14, HRAS, MAX                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|                   | C2           | HSA04540_GAP_JUNCTION                                    | 1.03  | PDGFRB, PDGFRB, RAF1, PLCB4, TUBB2C, MAP2K5, TUBB3, MAP2K2, ADCY9, ADCY6, TUBB2A, PLCB1, MAPK1, ADCY4, GNAI3, GUCY1B3, EDG2, PRKACA, HRAS, PDGFR, EGF, GUCY1A3                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|                   | C2           | HSA04140_REGULATION_OF_AUTOPHAGY                         | 0.98  | PIK3C3, GABARAPL1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|                   | C2           | HSA04310_WNT_SIGNALING_PATHWAY                           | 0.93  | TP53, CTBP2, PPP3CC, CCND3, PLCB4, CACYPB, RUVBL1, LRP6, WNT16, PPP2R2B, PPP2CB, PORCN, FZD2, NFATC2, MYC, SMAD2, DKK2, FZD7, PLCB1, GSK3B, AXIN1, CUL1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|                   | C2           | GSK3PATHWAY                                              | -1.03 | WNT1, MYD88, GNAI1, CD14, PPP2CA, TIRAP, IRAK1, AKT1, PIK3CA, RELA, TLR4, PIK3R1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|                   | C2           | SIG_REGULATION_OF_THE_ACTIN_CYTOSKELETON_BY_RH_O_GTPASES | -1.03 | PAK1, FSCN1, WASL, GDI2, FSCN3, UMK1, PAK3, RHO, ACTG2, CFL1, ACTR2, MYLK, AKT1, GDI1, WASF1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|                   | C2           | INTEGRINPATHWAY                                          | -1.06 | ACTN3, RAP1A, MAPK8, ACTN2, SRC, TLN1, BCAR1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|                   | C2           | ST_P38_MAPK_PATHWAY                                      | -1.11 | HSPB1, MKNK2, ATF1, DUSP10, IL1R1, MKNK1, MYEF2, AKT1, MAPK12, NR2C2, CREB1, SRF, CREB3                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|                   | C2           | HSA04340_HEDGEHOG_SIGNALING_PATHWAY                      | -1.11 | BMP4, WNT8A, CSNK1D, BMP2, WNT9B, WNT10A, GAS1, WNT6, GLI1, PRKX, DHH, HHIP, ZIC2, CSNK1E, GLI2, WNT5A, BTRC, GLI3, WNT5B, SMO                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|                   | C2           | HSA04150_MTOR_SIGNALING_PATHWAY                          | -1.21 | HIF1A, ULK2, RPS6KA1, AKT3, PIK3CG, RPS6KA2, FIGF, RPS6, ULK1, AKT1, PIK3CA, RPS6KA3, TSC1, GBL, PIK3R2, PIK3R1, AKT2, VEGFB, EIF4EBP1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|                   | C5           | MAPKKK_CASCADE_GO_0000165                                | -1.24 | CHRNA7, MAP2K4, CSAR1, MAPK10, GADD45B, MDFIC, FPR1, MAP4K5, GHRL, MAP3K11, PTPLAD1, DUSP2, SPRED1, GPS1, ADRB2, GPS2, MBIP, RGS4, DUSP10, NF1, SPRED2, MAP3K12, SCG2, CD81, CARTPT, MAPK8, DUSP8, TPDS2L1, MAP2K7, FGF13, PLCE1, CXCR4, MAP3K3, MAPK8IP2, DUSP6, ATP6AP2, CCM2, NRTN, MINK1, SH2D3C, CAMKK2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|                   | C2           | ST_INTEGRIN_SIGNALING_PATHWAY                            | -1.25 | MAP3K11, AKT3, PAK3, SOS2, RHO, ACTN1, TERF2IP, KLRL, ARHGEF7, ITGB3BP, ACTR2, MAPK8, WAS, MYLK, AKT1, MAP2K7, EPHB2, PIK3CA, RALA, MAPK8IP2, ITGA5, ITGA4, AKT2, PLCG2, SRC, TLN1, ITGA3, ABL1, BCAR1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|                   | C5           | REGULATION_OF_CELL_DIFFERENTIATION                       | -1.25 | ETS1, SCIN, SOCS5, TBX5, INHBA, SART1, NANOG, NF1, CARTPT, CNTN4, NOTCH4, SNF1LK, BOC, PPARG, NOTCH1, CDK6, SPI1, TBX3, NOTCH2, ZBTB16, DTX1, TCF15                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|                   | C5           | RHO_PROTEIN_SIGNAL_TRANSDUCTION                          | -1.31 | FGD1, FGD2, UMK1, CENTD3, ARHGD1B, RHOA, ALS2, ABCA1, CFL1, FGD4, TSC1, ARHGD1A, ARHGAP4, RHOG, RTKN, APOA1, ARHGDIG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|                   | C2           | ST_ERK1_ERK2_MAPK_PATHWAY                                | -1.40 | RPS6KA1, RPS6KA2, SOS2, MKNK2, ATF1, MKNK1, RAP1A, TRAF3, RPS6KA3, CREB1, DUSP6, BAD, CREB3                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|                   | C2           | HSA04330_NOTCH_SIGNALING_PATHWAY                         | -1.55 | HES1, JAG2, DVL2, MAML1, NOTCH4, NOTCH1, DLL4, PSENEN, NCOR2, HDAC1, MFNG, NOTCH2, DTX3, DLL3, CREBBP, DTX1, DTX2, JAG1                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Neuronal function | C5           | NERVOUS_SYSTEM_DEVELOPMENT                               | -1.24 | ACCN1, ACHE, ALS2, APLP1, ARNT2, ARTN, ATN1, ATP2B2, AVIL, BAI1, BDNF, BPNT1, BTG4, CBLN1, CDK5R1, CDK6, CHERP, CLN8, CNTN4, CNTN6, COL4A4, CRMP1, CTF1, CYFIP1, CYP46A1, DCX, DLX2, DPYSL3, DPYSL4, DPYSL5, DSCAM, DTX1, DVL3, EGR2, EIF2B4, EPHB2, FABP7, FGF13, FGF14, FGF5, GFRA3, GJB1, GLI2, GLRB, GPR56, GREM1, HES1, KALRN, KCNQ2, L1CAM, LHX1, LMX1B, LST1, LY6H, MAP15, MAPT, MBP, MSI1, MYLIP, NAB2, NCOA6, NEUROG1, NF1, NF2, NHLH1, NIJ1, NMUR2, NPAS2, NPTX1, NR2C2, NRTN, NTNG1, OLFM1, OPHN1, PARK2, PBX1, PCDH1, PCDH18, PCDHA10, PCDHB12, PCDHB14, PCDHB17, PCDHB3, PCDHB9, PDGFC, PICK1, PITPNM1, POU3F3, PSPN, PTPRZ1, ROBO1, RPS6KA3, SCN8A, SERPINI1, SH3GL2, SH3GL3, SIM2, SLIT1, SMPD1, SNCA, SOX11, SOX3, SPOCK1, STSIA2, STMN3, THY1, TPP1, TRIM3, UNC5C, ZBTB16, ZIC2 |
|                   | C2           | HSA01510_NEURODEGENERATIVE_DISEASES                      | -1.27 | ALS2, NEFH, GFAP, MAPT, SNCA, BCL2L1, PARK7, ATN1, CASP6, NGFR, BAD, CREBBP, APLP1, PARK2                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

# Supplementary material for: Chromatin remodeling enzyme Brg1 is required for mouse lens fiber cell terminal differentiation and its denucleation
**Source:** Epigenetics Chromatin. 2010 Nov 30;3:21. doi: 10.1186/1756-8935-3-21
**Supplement:** Additional file 6 — Functional grouping of 178 genes that were commonly deregulated in both Pax6 heterozygous and dnBrg1 transgenic lenses using the Database for Annotation, Visualization and Integrated Discovery (DAVID). Upregulated genes, red; downregulated genes, blue.

**Functional grouping of 178 genes that were commonly deregulated in both Pax6 heterozygous and dnBrg1 transgenic lenses using the Database for Annotation, Visualization and Integrated Discovery (DAVID)**

| Category                     | Term                                                     | Count | %     | p value | Genes                                                                                                                                 |
|------------------------------|----------------------------------------------------------|-------|-------|---------|---------------------------------------------------------------------------------------------------------------------------------------|
| GO TERM BIOLOGICAL PROCESS   | GO:0006508~proteolysis                                   | 7     | 8.33  | 0.332   | TPP1, ATG4B, NEDD4L, USP48, RNF34, USP43, PCSK1N                                                                                      |
|                              | GO:0006259~DNA metabolic process                         | 6     | 7.14  | 0.043   | PRIM1, RAD51C, POLH, RRM1, RBMS1, DNASE2B                                                                                             |
|                              | GO:0055085~transmembrane transport                       | 5     | 5.95  | 0.158   | SLC2A8, AI132487, AQP1, HCN3, ABCC5                                                                                                   |
|                              | GO:0030163~protein catabolic process                     | 5     | 5.95  | 0.248   | ATG4B, NEDD4L, USP48, RNF34, USP43                                                                                                    |
|                              | GO:0045184~establishment of protein localization         | 5     | 5.95  | 0.351   | FAM160A2, ATG4B, HGS, KPNA3, MYO5B                                                                                                    |
|                              | GO:0006260~DNA replication                               | 4     | 4.76  | 0.032   | PRIM1, POLH, RRM1, RBMS1                                                                                                              |
|                              | GO:0019725~cellular homeostasis                          | 4     | 4.76  | 0.206   | MAFG, ANXA7, GAA, RYR2                                                                                                                |
|                              | GO:0006511~ubiquitin-dependent protein catabolic process | 2     | 2.38  | 0.477   | USP48, USP43                                                                                                                          |
|                              | GO:0032774~RNA biosynthetic process                      | 2     | 2.38  | 0.439   | PRIM1, SIRT7                                                                                                                          |
|                              | GO:0051052~regulation of DNA metabolic process           | 2     | 2.38  | 0.233   | GMNN, CD40                                                                                                                            |
| GO TERM MOLECULAR FUNCTION   | GO:0000166~nucleotide binding                            | 20    | 23.81 | 0.005   | RAD51C, CARS, SPHK2, CTPS2, SIRT7, ELAVL4, DAPK2, ABCG4, DDX4, RND2, RRM1, PTBP2, HCN3, MYO5B, ABCC5, MYO5C, RDM1, DNM2, RBMS1, TUBB4 |
|                              | GO:0008270~zinc ion binding                              | 13    | 15.48 | 0.290   | CARS, ZFP385A, LMX1B, SIRT7, TTC3, PRIM1, ZDHHC14, SALL4, ZFP790, HGS, RNF34, RNF121, ZFP276                                          |
|                              | GO:0003677~DNA binding                                   | 10    | 11.90 | 0.474   | MAFG, RAD51C, SALL4, LMX1B, POLH, NFATC2, ZFP276, TFB1M, RBMS1, RDM1                                                                  |
|                              | GO:0003723~RNA binding                                   | 6     | 7.14  | 0.213   | CARS, PNPT1, PTBP2, ELAVL4, RBMS1, RDM1                                                                                               |
|                              | GO:0004518~nuclease activity                             | 3     | 3.57  | 0.166   | RAD51C, PNPT1, DNASE2B                                                                                                                |
|                              | GO:0004520~endodeoxyribonuclease activity                | 2     | 2.38  | 0.060   | RAD51C, DNASE2B                                                                                                                       |
| GO TERM CELLULAR COMPARTMENT | GO:0044421~extracellular region part                     | 6     | 7.14  | 0.326   | LPL, PRRT1, SPOCK1, PCSK1N, SPON1, CCL6                                                                                               |
|                              | GO:0044430~cytoskeletal part                             | 6     | 7.14  | 0.326   | ATG4B, MYO5B, DNM2, TUBB4, RANBP10, MYO5C                                                                                             |
|                              | GO:0005773~vacuole                                       | 4     | 4.76  | 0.077   | TPP1, GAA, TTC3, DNASE2B                                                                                                              |
|                              | GO:0015630~microtubule cytoskeleton                      | 4     | 4.76  | 0.377   | ATG4B, DNM2, TUBB4, RANBP10                                                                                                           |
| KEGG PATHWAY                 | mmu00240:Pyrimidine metabolism                           | 4     | 4.76  | 0.009   | PRIM1, PNPT1, RRM1, CTPS2                                                                                                             |
|                              | mmu04142:Lysosome                                        | 3     | 3.57  | 0.100   | TPP1, GAA, DNASE2B                                                                                                                    |
|                              | mmu00480:Glutathione metabolism                          | 3     | 3.57  | 0.023   | GSTA3, GGT7, RRM1                                                                                                                     |
|                              | mmu04020:Calcium signaling pathway                       | 2     | 2.38  | 0.586   | SPHK2, RYR2                                                                                                                           |
|                              | mmu04370:VEGF signaling pathway                          | 2     | 2.38  | 0.294   | SPHK2, NFATC2                                                                                                                         |

# Supplementary material for: Chromatin remodeling enzyme Brg1 is required for mouse lens fiber cell terminal differentiation and its denucleation
**Source:** Epigenetics Chromatin. 2010 Nov 30;3:21. doi: 10.1186/1756-8935-3-21
**Supplement:** Additional file 11 — Identification of several GO categories "Biological Function" using the Database for Annotation, Visualization and Integrated Discovery (DAVID) that contain large numbers of genes disrupted in dnBrg1 transgenic lenses. Upregulated genes, red; downregulated genes, blue.

**Identification of several GO categories “Biological Function” using the Database for Annotation, Visualization and Integrated Discovery (DAVID) that contain large numbers of genes disrupted in dnBrg1 transgenic lenses.**

| Category     | Term                                                                  | Count | %     | Genes (RED = upregulated; BLUE = downregulated)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|--------------|-----------------------------------------------------------------------|-------|-------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| GOTERM_BP    | GO:0006281~DNA repair                                                 | 47    | 2.28% | Xpa, Trpc2, H2afx, Rad51ap1, Blm, Kin, Apex1, Parp1, Giyd2, Bccip, Sfpq, Trp53, Hmgb2, Trex1, Slik, Atm, Xrcc4, Exo1, Ube2a, Rad21, Rad51c, Polb, Xab2, C230052H12Rik, Rad51l1, Ercc8, Vcp, Shfm1, Atrx, Gtf2h1, Ankrd17, Smc5, Nsmce1, Gtf2h4, Rad18, Ercc4, Fanc, Supt16h, Rad23a, Ddb2, Usp1, Xn2, Ssrp1, Smc1a, Smc3, Esco1, Prpf19,                                                                                                                                                                                                                                                                      |
|              |                                                                       | 27    | 1.34% | Pold1, Pms2, Mlh3, Ogg1, Polh, Mpg, Xpc, Slik, Msh2, Sod2, Fen1, Ercc8, Polg2, Atrx, Nsmce1, Gtf2h4, Fancg, Ercc4, Tnfaip1, Rad23b, Fanc, Upf1, Ssrp1, Smc1a, Smc6, Mus81, Fancm,                                                                                                                                                                                                                                                                                                                                                                                                                             |
| GOTERM_BP    | GO:0006325~establishment and/or maintenance of chromatin architecture | 43    | 2.09% | Ing2, Hltf, H1f0, H2afx, Smarcd1, Baz1b, Hist3h2ba, Hdac2, Smarca4, Rbl2, Prmt5, Foxp3, Smarcb1, Brd8, Mbd3, Rnf20, Smarca2, Eed, Hmgb2, Hmg20a, Ruvbl1, Smarcd3, Ttf1, Hist1h1c, Rnf2, Dnmt3a, Sap18, Smarcc1, Actl6a, Trapp, Ncor1, Gpx4, Noc2l, Hdac3, Men1, Tmem38b, Smarca5, Smarce1, Arid4b, Hira, Banp, Rcor1, Chd4,                                                                                                                                                                                                                                                                                   |
|              |                                                                       | 26    | 1.29% | Chd1, Actl6b, Nsd1, Ttk2, Sirt7, Hnf1a, Hist1h1c, Hist1h3i, Sap18, Mcm2, Dapk3, Suv420h1, Hdac11, H1fx, Tbl1xr1, Chd6, H2afj, Hira, Bptf, Hmg20b, Sox3, Asf1b, Huwe1, Cbx1, Mphosph8, Crebbp,                                                                                                                                                                                                                                                                                                                                                                                                                 |
| GOTERM_BP    | GO:0006512~ubiquitin cycle                                            | 84    | 4.08% | Rnf138, Map1lc3a, Cdc23, Usp36, Amfr, Rnf41, Rnf25, Senp1, Rfwd2, Fbxo9, Cacybp, Rnf20, Usp15, Uchl5, Tbl1x, Pja1, Ufc1, Cdc26, Anapc4, Rwd3, Rnf128, Ube2s, Fbxw2, Sae1, Fbxl6, Spop, Rnf2, Skp2, Usp2, Atrh1, Ube2l3, Wdsub1, Rnf19b, Gtpbp4, Rwd1, Fbxo4, Topors, Anapc5, Usp1, Atg5, Zc3hc1, Usp20, Prpf19, Ube2z, Usp48, Itch, Fbxo22, Otub1, Socs3, Trip12, Tomm22, Gclc, Senp6, Pias4, Lrrc41, Asb8, Fbxl12, Rnf7, Usp8, Usp38, Rnf6, Cdc20, Ube2a, Cyhr1, Fbxw5, Rnf14, Cul3, Vcp, Ube2g2, Rnf167, Ubqln1, Cand1, Ube2i, Rad18, Ube2f, Anapc1, Rad23a, Birc6, Ppil2, Brcc3, Cdc34, Stub1, Sugt1, Bre, |
|              |                                                                       | 69    | 3.42% | Hectd3, Fbxo42, Usp9x, Ube3a, Otub2, Usp19, Eif2ak4, Rnf11, Pja1, Ube2k, Znf1, Rnf181, Rwd2b, Znf2, Usp2, Asb6, Ubac1, Vps11, Cbl1, Usp3, Mib2, Atg4b, Cuedc2, Dda1, Tbl1xr1, Topors, Anapc5, Ubl7, Ufm1, Siah2, Otud7a, Huwe1, Syt4, Nosip, Kcmf1, Usp12, Usp48, Otub1, Socs3, Usp22, Map1lc3b, Kihl13, Park2, Tulp4, Nedd4l, Fbxw4, Usp50, Uewd, Atg10, Rab40c, Aktip, Spbs4, Cyhr1, Ube2j1, Ube4a, Cand1, Socs4, Ube2r2, Usp29, Asb13, Ube2f, Rad23b, Anapc2, Birc6, Rabgef1, March2, Brcc3, Btrc, Fbxo3,                                                                                                  |
| GOTERM_BP    | GO:0006974~response to DNA damage stimulus                            | 59    | 2.86% | Gadd45a, Timeless, Rad51ap1, Kin, Apex1, Giyd2, Parp1, Apc, Bccip, Sfpq, Trex1, Frag1, Rad21, Polb, Xab2, C230052H12Rik, Ercc8, Shfm1, Gtf2h1, Gtf2h4, Topors, Ercc4, Fanc, Supt16h, Usp1, Smc3, Esco1, Prpf19, Xpa, Trpc2, H2afx, Triap1, Btg2, Blm, Hipk2, Trp53, Hmgb2, Npm1, Pcbp4, Slik, Atm, Exo1, Xrcc4, Ube2a, Rad51c, Rad51l1, Vcp, Atrx, Ankrd17, Smc5, Nsmce1, Rad18, Rad23a, Ddb2, Xn2, Ssrp1, Brcc3, Smc1a, Bre,                                                                                                                                                                                 |
|              |                                                                       | 32    | 1.58% | Pold1, Pms2, Mlh3, Chek2, Ogg1, Ttk2, Hipk2, Polh, Mpg, Xpc, Slik, Msh2, Sod2, Fen1, Ercc8, Polg2, Atrx, Nsmce1, Gtf2h4, Topors, Fancg, Ercc4, Tnfaip1, Rad23b, Upf1, Fanc, Ssrp1, Smc1a, Brcc3, Smc6, Mus81, Fancm,                                                                                                                                                                                                                                                                                                                                                                                          |
| GOTERM_BP    | GO:0016568~chromatin modification                                     | 34    | 1.65% | Ing2, Hltf, Smarcd1, Baz1b, Hdac2, Smarca4, Rbl2, Prmt5, Smarcb1, Brd8, Foxp3, Mbd3, Rnf20, Eed, Hmg20a, Ruvbl1, Smarcd3, Ttf1, Rnf2, Dnmt3a, Smarcc1, Sap18, Actl6a, Trapp, Ncor1, Noc2l, Hdac3, Men1, Smarca5, Smarce1, Hira, Banp, Rcor1, Chd4,                                                                                                                                                                                                                                                                                                                                                            |
|              |                                                                       | 15    | 0.74% | Sap18, Dapk3, Nsd1, Suv420h1, Hdac11, Ttk2, Tbl1xr1, Hira, Sirt7, Bptf, Hmg20b, Hnf1a, Asf1b, Huwe1, Crebbp,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| KEGG_PATHWAY | mmu03050:Proteasome                                                   | 18    | 0.87% | Psmb2, Psmd11, Psmd7, Psmb7, Psmd8, Psmd3, Psmd14, Psmb3, Psma1, Psmb6, Psmd13, Psma4, Psmb1, Psma7, Psmd4, Psma5, Psmd1, Psma2,                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| KEGG_PATHWAY | mmu04120:Ubiquitin mediated proteolysis                               | 32    | 1.55% | Ube2z, Cdc23, Itch, Trim37, Rfwd2, Socs3, Trip12, Cdc26, Pias4, Anapc4, Rnf7, Ube2s, Sae1, Skp2, Cdc20, Ube2a, Ube2l3, Ercc8, Cul3, Ube2g2, Fbxo4, Ube2i, Keap1, Anapc5, Ube2f, Anapc1, Ddb2, Birc6, Ppil2, Cdc34, Stub1, Prpf19,                                                                                                                                                                                                                                                                                                                                                                             |
|              |                                                                       | 16    | 0.79% | Ercc8, Ube2j1, Socs3, Ube3a, Ube4a, Ube2r2, Ube2k, Kihl13, Anapc5, Ube2f, Park2, Anapc2, Nedd4l, Birc6, Huwe1, Btrc,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |

# Supplementary material for: Chromatin remodeling enzyme Brg1 is required for mouse lens fiber cell terminal differentiation and its denucleation
**Source:** Epigenetics Chromatin. 2010 Nov 30;3:21. doi: 10.1186/1756-8935-3-21
**Supplement:** Additional file 12 — A list of primers used in qRT-PCR.

| Gene    | Primers                                                       |
|---------|---------------------------------------------------------------|
| B2m     | 5'-TGGTGCTTGTCTCACTGACC-3'<br>5'-TATGTTCCGGCTTCCCATTCT-3'     |
| Bfsp    | 5'-GTTACTGGGATGAGGGAGGAG-3'<br>5'-CTGCAGCTCAGCTTTCTGTG-3'     |
| Cdkn1b  | 5'-TCAAACGTGAGAGTGTCTAACG-3'<br>5'-CCGGGCCGAAGAGATTTCTG-3'    |
| Dnase2b | 5'-GCCCAGGGTCTAACTTCGT-3'<br>5'-TTCTGCCAGGTTTGTGCTAA-3'       |
| Dnmt3a  | 5'-GTGCAGAAACATCGAGGACA-3'<br>5'-ATGCCTCCAATGAAGAGTGG-3'      |
| Fgfr1   | 5'-GTTTAAGCCTGACCACCGAA-3'<br>5'-GAAGGCACCACAGAATCCAT-3'      |
| Gsn     | 5'-TCCGGCTACTTCAAGTCTGG-3'<br>5'-CTCTGGACCACCACCTCATT-3'      |
| Hprt    | 5'-GTTGTTGGATATGCCCTTGA-3'<br>5'-GGCTTTGTATTTGGCTTTTCC-3'     |
| Hif1a   | 5'-TTCTCAGTCGACACAGCCTC-3'<br>5'-CCAAAAGTTCTTCCGGCTC-3'       |
| Hod     | 5'-CAACAAGGTCAACAAGCACC-3'<br>5'-AACCATTTCTGCGTCTGCTC-3'      |
| Jag1    | 5'-GTCCCAAGCATGGGTCTTGT-3'<br>5'-TGCACTTGTCGCAGTACAGG-3'      |
| Mab21l1 | 5'-CAGGAACCGCGTTTCATCAG-3'<br>5'-CAGGAACCGCGTTTCATCAG-3'      |
| Pitpnm2 | 5'-GCTAGTCCTAGCCTTGAGGAAA-3'<br>5'-TTGTACACTTGCTGACACGCT-3'   |
| Prox1   | 5'-TCCGACATCTCACCTTATTCAG-3'<br>5'-AACATGAGTTTTGCCTTTTTCAA-3' |
| Sdha    | 5'-GAGGAAGCACACCCTCTCATA-3'<br>5'-GCACAGTCAGCCTCATTCAA-3'     |
| Six3    | 5'-CCCGGCTTCTCTTACCTTTCT-3'<br>5'-GAATCGGCGAAGTTTGGCAAC-3'    |
| Smarca2 | 5'-CCACCAAGTCTGAAGATCGTG-3'<br>5'-CCGCCTGAAGATTTAAGCCCA-3'    |
| Smarca4 | 5'-TGCTGAAGGACAGACACCTG-3'<br>5'-GAGGATCTTGCCACTCTCCA-3'      |
| Smarcd1 | 5'-GACGATGACTGATGTGGTGGG-3'<br>5'-ACCTTGGAGTAGAAGTATCGGC-3'   |
| Smarce1 | 5'-AAAAGACCATCTTATGCCCCAC-3'<br>5'-CCTGTAGTTGTTGTAGGCGAG-3'   |
| Vim     | 5'-GTGCGCCAGCAGTATGAAAG-3'<br>5'-CATCGTTGTTCCGGTTGG-3'        |

How the deposited data were processed for this re-analysis (not part of the article)

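Gene expression was measured in newborn mouse lenses on 6 Affymetrix arrays, 3 of wild-type and 3 of Hsf4-null lenses, each from 50 ng of total RNA. The samples' labels and the paper give the same groups and replicates. The authors normalized the arrays by RMA and deposited 1 intensity per probe set and array on a linear scale; the version of the RMA software and whether other arrays were normalized with these are not given in the sources used here. The other arrays of the paper, of dnBrg1 transgenic, Pax6 heterozygous and Brg1 conditional knockout tissue, were not analysed here.
From the deposited intensity values, log2 was taken and each of 22626 probe sets was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 groups, no block), after 64 of 22690 probe sets that are array controls were left out. Calls are at a Benjamini-Hochberg adjusted p under 0.05, and intervals are at 95%. No filter on dim probe sets was used in this test. Of the tested probe sets, 20380 carry 1 gene symbol in the platform's annotation, 691 carry several and 1555 are unnamed here. For 20351, the symbol was updated through the gene identifier to the RefSeq genes of GRCm38.p6, which served only for names and for the order of neighbouring genes. A gene was represented by its probe set with the highest mean, which gave 12393 genes.
The rule for named genes, and the gene lists, were set before the data were examined. The named genes are the 22 of Figure 10B and Hsf4, the 16 genes of Additional file 4 with Smarca4, Smarca2, Pax6, Cryaa, Cryab, Mip, B2m, Hprt and Sdha, the 12 largest increases and 12 largest decreases among called genes whose groups do not overlap, and up to 4 called members of each list in each direction. Values in the paper's tables had been seen when the rule was written. The 31 lists were tested with camera, which compares a list with all other genes, at a preset correlation between genes of 0.01, and with adjustment over the lists. The estimated correlation and fry, which asks whether the genes of a list change without comparing them with other genes, were alternatives.
Alternatives set beforehand were the methods' t-test alone, after Benjamini-Hochberg adjustment and together with SAM at a false discovery rate under 5%, the replicate number as a block, trended and robust variance, array weights, renewed quantile normalization, median centring, a filter on dim probe sets, a minimum fold of 1.5, 1 probe set per gene, and leaving out each array. SAM was written here after its published description, with all 20 assignments of the labels, since the program used by the paper was not run. A gene that passes in neither of 2 settings was counted as having the same call, whatever its sign.
The procedures were tested on simulated data with 22626 probe sets and 3 arrays per group. In the simulated data limma recovered 76% of 100 log2 changes of 1 and 97% of 100 of size 2, with 5 false calls among 178. It made 0 calls where nothing was changed. These rates describe the simulated data and were not measured on the real arrays. There the 602 calls became 321 to 562 when a single array was left out. The directions in the Hsf4 column of Figure 10B were read from its colours and compared only by sign. The number of arrays limits the precision. With 3 arrays against 3, an exact permutation test of a single gene cannot go below 0.1, so the p-values given rest on the model across probe sets.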

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

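The tests of the neighbouring genes by position and by probe set, of the marker lists beside Meg3, and of the sex-linked transcripts were chosen only after the result was seen. All of the results here lie among genes or samples that the paper does not discuss for the Hsf4-null lenses, apart from Hspb1 in the heat shock list.
Among the 20 measured genes nearest to Hsf4 on each side in the gene order of GRCm38.p6, 6 on one side rose in Hsf4-null lenses (Tradd, Ciao2b, Nae1, Cmtm3, Cklf and Tk2, with log2 fold changes from 0.56 to 1.12) and 0 fell, while on the other side 0 rose and 0 fell. A stretch of calls as dense as this was rare: 3 (0.025%) of 11987 windows of 20 neighbouring measured genes held as many increases. That share includes windows over the stretch itself, so it describes the stretch and is not a separate chance rate. Scaling of the arrays is argued against, since 6 also rose under median centring and under quantile normalization. Sequence differences under single probe sets stay open for the other 5 genes, because only 1 of the 6, Cklf, has further probe sets above the array median; all 3 of those rose, by log2 fold changes from 0.63 to 1.23, which argues against a difference under a single probe set of Cklf. DNA of the strain in which the gene was targeted, carried along beside the mutant allele, and an effect of the allele itself on its neighbours may both account for the pattern, and neither was tested.
Meg3 and Rian, neighbouring imprinted noncoding RNAs, rose together, by log2 fold changes of 2.66 and 2.06, with 5 of 5 probe sets of Meg3 and 2 of 3 of Rian past the threshold. A larger share of mesenchyme would raise its markers about as much, but their median log2 change was 0.18 with an SD of 0.57 over 14 genes, although Col1a1 and Twist1 rose. For 11 pigment cell markers the median was 0.39 with an SD of 0.55, and for 17 retina markers 0.25 with an SD of 0.37, so that each list stayed below the change of Meg3 by more than its SD. A response to the loss of Hsf4 and a difference in background between the mutant and wild-type lines remain open, as untested.
The array of Hsf4-null replicate 3 had low Xist, at a log2 intensity of 3.79, and low Eif2s3y and Kdm5d, both Y-linked, at 3.20 and 4.48. Wild-type replicate 1 and Hsf4-null replicate 1 had Xist at 10.7 and 10.1, and the other 3 arrays had Eif2s3y from 10.3 to 10.8. A poor array is argued against by its correlation with the other 2 Hsf4-null arrays, at least 0.9922, against a lowest value of 0.991 among the other pairs within a group. Kdm6a and Eif2s3x, which escape X inactivation, averaged 8.48 over 5 probe sets in Hsf4-null replicate 3, 9.05 and 8.94 in the arrays with high Xist and 8.53 to 8.63 in those with high Eif2s3y. Whether that sample has 1 X chromosome and no Y chromosome stays open, because Y-linked Uty, a dim probe set, was at 5.42 there. The arrays with high Eif2s3y had 5.29 to 6.43 and those with high Xist 4.29 and 4.78. A dimmer Uty probe set, near the bottom of the scale, was at 3.49 in Hsf4-null replicate 3. It was at 3.59 to 3.67 in the arrays with high Eif2s3y and at 3.35 and 3.38 in those with high Xist.
Heat shock and chaperone genes moved down as a list by camera (adjusted p = 8.31e-16). Lens fiber structure genes moved down and immediate early genes up, each with an adjusted p of 0.00836. Macrophage markers moved up with an adjusted p of 0.0116, and pigment cell and vascular markers each with 0.0462. None of these lists passed with an estimated correlation. Correlation between genes alone does not account for that loss in immediate early genes. Their estimate was -0.025, below the preset 0.01, yet the unadjusted p by camera went from 0.00105 to 0.0233. The estimate was higher for the other lists, at 0.14 for heat shock, 0.49 for fiber structure, 0.083 for pigment, 0.38 for vascular and 0.69 for macrophage genes. Without dim probe sets the adjusted p was 0.076 for immediate early genes and 0.163 for pigment and macrophage markers. The macrophage, pigment and vascular results each rest on single arrays: without Hsf4-null replicate 1 the adjusted p was 0.118, 0.206 and 0.118, without wild-type replicate 3 it was 0.459, 0.122 and 0.21, and without wild-type replicate 2 it was 0.114 for pigment and 0.216 for vascular markers. Vascular markers had 0.0851 without Hsf4-null replicate 2.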

How the results depend on the processing

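All of these alternatives were set before the data were examined. The 602 calls became 2912 with the methods' t-test, 85 after its Benjamini-Hochberg adjustment, 1023 with SAM in addition, 382 with the replicate block and 366 with 1 probe set per gene, fewer genes being tested in the last. Leaving out single arrays gave 321 to 562. The genes of Figure 10B that passed went from 11 to 19 with the t-test and 2 after its adjustment, and from 5 to 9 when single arrays were left out. Of 84 named genes 52 passed, and 23 with the adjusted t-test. Dnase2b kept its log2 fold change of -1.24 and lost its call under that test (adjusted p = 0.089; 0.000111 to 0.0173 over the limma alternatives). Of the 52, 23 kept their call in all settings, 29 lost it in at least 1, and 0 of the 84 reversed. The numbers do not pair the samples: the deviations of same-numbered arrays correlated at 0.25, -0.21 and -0.081, and 2 of the 6 arrays correlated best with their own number, so the replicate block was kept as an alternative. The odds ratio for Additional file 10 passed with SAM (1.92), the replicate block (2.40), trended and robust variance (2.38), median centring (2.05) and 1 probe set per gene (3.00), and also without wild-type replicate 1 (Fisher's exact test, p = 0.0158), wild-type replicate 2 (0.0217), Hsf4-null replicate 2 (0.0397) or Hsf4-null replicate 3 (0.0464), but not without wild-type replicate 3 (0.099) or Hsf4-null replicate 1 (0.624); without single arrays it ranged from 1.17 to 2.43. Of lists, 7 passed camera, 0 with an estimated correlation, 17 by mixed fry and 4 without dim probe sets, and 4 to 9 without single arrays. With an estimated correlation the adjusted p was 0.241 for the lists of Figure 10B, heat shock and immediate early genes, 0.573 for fiber structure and pigment, 0.619 for vascular and 0.651 for macrophage markers. By directional fry it was 0.00986 for the genes of Additional file 4, 0.00442 for lens epithelium and lens transcription factors, 0.0356 for antioxidant and stress response genes, 0.124 for pigment, 0.341 for vascular and 0.468 for macrophage markers. By mixed fry it was 5.35e-09 for the genes of Additional file 4, 0.0295 for gamma-crystallins and cell cycle, 0.0117 for lens epithelium, 5.81e-05 for lens transcription factors, stress response and proteasome, 4.83e-05 for denucleation and antioxidant genes, 0.0015 for kinase inhibitors, 0.00324 for blood, 0.000606 for mesenchyme, 0.000478 for the proteasome genes of Additional file 11, 0.16 for pigment, 0.13 for vascular and 0.305 for macrophage markers. The list of lens transcription factors holds Hsf4 itself (log2 fold change -5.30), so its fry values are not independent of the knockout. Quantile normalization gave an adjusted p by camera of 0.0677 for pigment markers. Leaving out dim probe sets gave 0.076 for immediate early genes and 0.163 for pigment and macrophage markers. Without single arrays the adjusted p by camera ranged from 0.000649 to 0.944 for cell cycle, 0.016 to 0.857 for retina, 0.0155 to 0.206 for pigment, 0.000191 to 0.216 for vascular, 0.000329 to 0.459 for macrophage and 0.00249 to 0.376 for mesenchyme markers, and 0.00507 to 0.336 for the nervous system list. The cause was not tested for these. Signal over background cannot be judged without detection calls.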

Differences from the paper's values

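The paper reports 1,428 differentially expressed transcripts in Hsf4-null lenses, the paper's value, at thresholds of the t-test and SAM; the count here was 602 by limma at an adjusted p under 0.05, a different threshold. Of the alternatives set before the data were examined, the methods' t-test together with SAM, at the paper's stated thresholds, gave 1023, within 1.5 times of the paper's value. The t-test alone gave 2912 and after Benjamini-Hochberg adjustment 85, and limma with a replicate block 382, with trended and robust variance 835, with array weights 668, with quantile normalization or median centring 597, without dim probe sets 611, with a minimum fold 548 and with 1 probe set per gene 366, all more than 1.5 times from it. Leaving out single arrays gave 321 to 562.
The paper lists 22 genes as changed in dnBrg1, Hsf4-null and Pax6 heterozygous lenses, the paper's value, and 11 of them passed here by limma. The methods' t-test at its stated threshold gave 19, that test together with SAM 15, and trended and robust variance 16, each within 1.5 times of the paper's value. The replicate block gave 9, array weights 11, quantile normalization 10, median centring 12, the filter on dim probe sets 9, the minimum fold 11, 1 probe set per gene 11 and the t-test after Benjamini-Hochberg adjustment 2, and leaving out single arrays gave 5 to 9.
In the Hsf4 column of Figure 10B, read by its colours, 21 of the 22 genes have the direction found here. For Nedd4l the figure shows a higher level and the log2 fold change here was -0.31 for the brightest probe set. The other, dimmer probe set of Nedd4l had 0.46, in the direction of the figure. Neither passed.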

Other observations

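Additional file 4 lists 16 genes that the paper selected for qRT-PCR in dnBrg1 lenses. In Hsf4-null lenses 3 of them fell (Bfsp1, Dnase2b and Prox1), 1 rose (Hopx) and 12 did not pass by limma (4 fell and 1 rose when adjusted over the list alone). These are the brightest probe sets; with the probe sets that the file names, 3 fell and 1 rose as well (3 fell and 1 rose when adjusted over the list alone). The call for Prox1 was lost without wild-type replicate 3, Hsf4-null replicate 1 or Hsf4-null replicate 3, and with the replicate block. With the adjusted t-test the calls for Prox1, Dnase2b and Hopx were lost. The paper chose the genes of this file in dnBrg1 lenses, where it reports higher Bfsp1, Prox1 and Hopx and lower Dnase2b by qRT-PCR. Dnase2b and Hopx thus moved the same way in Hsf4-null lenses, and Bfsp1 and Prox1 moved the opposite way. Cdkn1b, a cell cycle inhibitor, did not pass and its 2 probe sets differ in sign, with a log2 fold change of 0.13 (adjusted p = 0.595 from limma) for the one that the file names and -0.65 (0.116) for the brighter one. Hmox1, the heme oxygenase, fell by 2.50 (standard error 0.11, adjusted p = 5.12e-05 from limma) and was the 1 member of 27 antioxidant genes that passed (2 fell and 1 rose when adjusted over the list alone). Chac1 and Dnajb9 were the 2 of 21 genes of the unfolded protein and integrated stress responses that rose, by log2 fold changes of 1.22 and 0.58 (5 rose and 2 fell when adjusted over the list alone). The call for Dnajb9 was lost in 5 of the 6 fits that leave out an array. It was also lost with the replicate block, the minimum fold and the adjusted t-test.
Of 29 cell cycle genes only Spag5 passed, as it did when adjusted over the list alone, and Col1a1 and Twist1 rose among 14 mesenchyme markers (2 rose and 1 fell when adjusted over the list alone). The call for Col1a1 was lost without wild-type replicate 3 or any one Hsf4-null replicate. Of 98 measured genes of the nervous system list of Additional file 5, Ntng1 rose and Bpnt1 and Dvl3 fell (2 rose and 3 fell when adjusted over the list alone). The call for Dvl3 was lost whichever array was left out, with the replicate block and with median centring, that for Ntng1 without wild-type replicate 1, wild-type replicate 2, Hsf4-null replicate 1 or Hsf4-null replicate 3, and that for Bpnt1 without wild-type replicate 2. All 3 were lost with the adjusted t-test. In the lists for lens epithelium (14 measured), FGF signalling (23), cyclin-dependent kinase inhibitors (10), interferon response (16), oxidative phosphorylation (23), proteasome (28, and 18 from Additional file 11), lens capsule (19), retina (17), blood (8), cornea and skin (10), sex-linked genes (4) and reference genes for RT-PCR (3), 0 passed by limma. Adjusted over the list alone, 1 rose and 3 fell in lens epithelium and 2 rose in blood, and 0 passed in the rest of these. At an unadjusted p under 0.05 these lists held between 0 and 4 members, and camera passed none of them. B2m, Hprt and Sdha, used by the paper as references for RT-PCR, had log2 fold changes of 0.53, 0.15 and -0.02. Mip, the main fiber membrane protein, had -0.14 and Cryab -0.15, both near the top of the scale, where a change could be hidden.
The 230 probe sets that Additional file 10 gives as changed in both dnBrg1 and Brg1 conditional knockout tissue were all measured here, and 10 of them (4.35%) were called in Hsf4-null lenses, against 2.64% of the other probe sets (odds ratio 1.67, 95% interval 0.79 to 3.16, Fisher's exact test, two-sided p = 0.142). Leaving out wild-type replicate 1 gave a p of 0.0158, wild-type replicate 2 0.0217, Hsf4-null replicate 2 0.0397 and Hsf4-null replicate 3 0.0464. Leaving out wild-type replicate 3 gave 0.099 and Hsf4-null replicate 1 0.624. The same test passed with the replicate block (0.0166), the t-test together with SAM (0.0102) and trended and robust variance (0.0011). It also passed with median centring (0.0216) and 1 probe set per gene (0.0079). It did not pass with the t-test alone or adjusted, array weights, quantile normalization, a minimum fold or without dim probe sets. Of the 10, 8 fell as in the paper's dnBrg1 lenses (Ceacam10, Cpeb4, Dnase2b, Myo7b, Nkg7, Alox15, Cldn8 and Dpys) and 2 fell where the paper's value rose (Sh3bp2 and Pgs1). Several of these genes fall outside the rule for named genes and were chosen after their values were seen. Over all 230, 125 (54.3%) had the direction of the paper's dnBrg1 value, and the probe sets did not move together along it (fry, p = 0.207).
With 3 arrays in each group there are 10 splits of the arrays, too few for a share under 0.05. The real split gave 602 calls and the highest of the others 14, for 1 split as large, the real one. For the genes of Figure 10B the values were 11 and 0, again for 1 split. The study chose that list partly on these arrays under the real split, so this comparison is not independent evidence. For lists passing camera the real split gave 7 and the highest other 10, so that 2 splits gave a result as large.
Of all tested probe sets, 4768 (21.1%) had groups that do not overlap, where chance gives 10%.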
